# Maternal Gastrointestinal Nematode Infection Up-regulates Expression of Genes Associated with Long-Term Potentiation in Perinatal Brains of Uninfected Developing Pups

**DOI:** 10.1038/s41598-019-40729-w

**Published:** 2019-03-12

**Authors:** Manjurul Haque, Kristine G. Koski, Marilyn E. Scott

## Abstract

Establishment of neural networks critical for memory and cognition begins during the perinatal period but studies on the impact of maternal infection are limited. Using a nematode parasite that remains in the maternal intestine, we tested our hypothesis that maternal infection during pregnancy and early lactation would alter perinatal brain gene expression, and that the anti-inflammatory nature of this parasite would promote synaptic plasticity and long-term potentiation. Brain gene expression was largely unaffected two days after birth, but in seven-day old pups, long-term potentiation and four related pathways essential for the development of synaptic plasticity, cognition and memory were up-regulated in pups of infected dams. Interestingly, our data suggest that a lowering of Th1 inflammatory processes may underscore the apparent beneficial impact of maternal intestinal infection on long-term potentiation.

## Introduction

Processes that underscore cognition and memory begin early in development through induction of five key neurological pathways that prime long-lasting plasticity in synaptic strength^1–3^. This phenomenon is referred to as long-term potentiation and relies on early, efficient transport of calcium and glutamate across the glutamatergic synapse. A key early step is the transition from “silent” glutamatergic synapses where only a few glutamate receptors are present on the post-synaptic membrane to the persistent activation of the N-methyl-D-aspartic acid (NMDA) and α-amino-3-hydrozy-5-methylisoxazole-4-propionic acid (AMPA) receptors for calcium and glutamate^4^. This relies on up-regulation of Wnt, glutamatergic, calcium and MAPK signaling pathways as well as the long-term potentiation pathway (Fig. 1)^1–3^. When these five pathways are established during early brain development, they are more likely to become “hard-wired” leading to long-term synaptic plasticity that enhances cognition and memory^5^. In mice, synaptic connections begin to form just before birth and most neurons have established synaptic connections within a week of birth^6^. Thus, the early postpartum period provides a developmental window where maternal factors may not only influence pup brain gene expression but also influence long-term potentiation.

**Figure 1:**
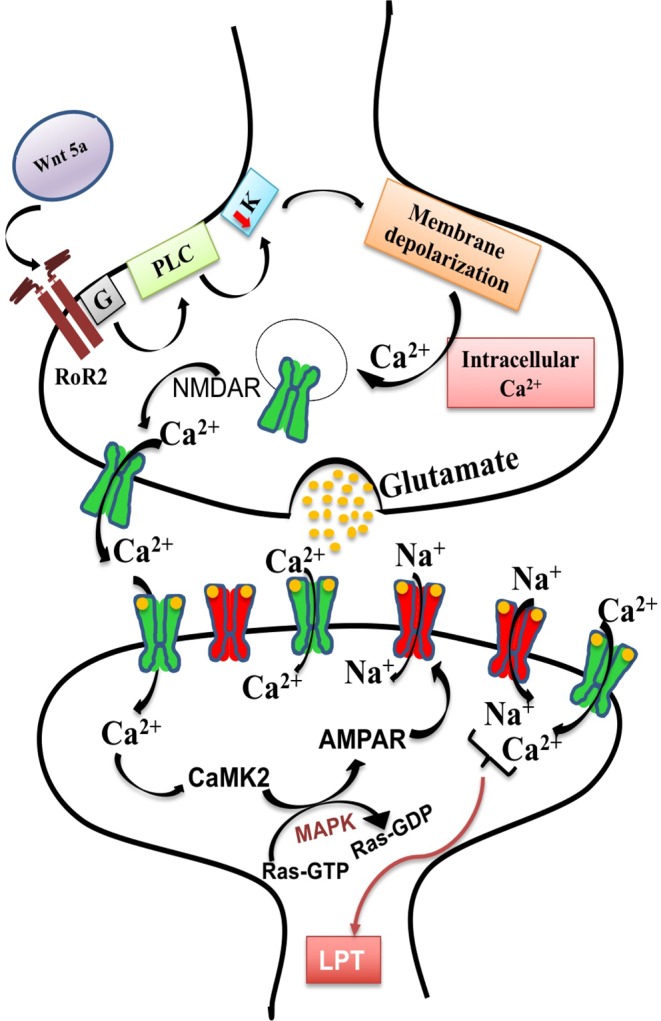
Schematic of pathways associated with long-term potentiation in the pre-and post-synaptic membrane. Binding of Wnt5a to surface receptors on the pre-synaptic cell membrane (initiation of the Wnt signaling pathway) leads to mobilization of Ca2+ from intracellular stores (initiation of Ca2+ signaling pathway) and expression of N-methyl-D-aspartic acid receptors (NMDARs) on both pre-synaptic and postsynaptic membranes (initiation of the glutamatergic synapse pathway)^3^. Expression of NMDARs on the post-synaptic membrane facilitates the entry of Ca2+ which in turn activates calcium-calmodulin dependent protein kinase II (CaMKII) and mitogen-activated protein kinases (MAPKs) (initiation of the MAPK signaling pathway)^34^. Together NMDARs and MAPK lead to phosphorylation and translocation of α-amino-3-hydrozy-5-methylisoxazole-4-propionic acid receptors (AMPARs) to the post synaptic membrane^36^ where they increase synaptic conductance leading to long- term potentiation.

Maternal factors including *in utero* exposure to glucocorticoids^6^ and toxins^7^, neonatal separation^8^, grooming and licking of pups^9^ and immune activation^10^ have been shown to impair development of long-term potentiation during the perinatal period. In addition, systemic and intrauterine viral and bacterial infections that induce strong pro-inflammatory (Th1) responses during pregnancy^11^ have been linked to perinatal brain damage in response to resulting immune activation and neuro-inflammation^12^. Also, intrauterine infection with *Escherichia coli* and the associated increase in the pro-inflammatory cytokine, IL1-β, has been associated with a reduction long-term potentiation and impaired responses to motor and cognitive tests^13^. In contrast, we recently explored the impact of low dose infection of pregnant mice with a nematode that is restricted to the maternal intestine and that induces anti-inflammatory Th2 responses^14^. We observed up-regulated expression of genes related to neurodevelopment and synaptic plasticity in response to maternal infection, in the fetal brain at embryonic day 18. Together, these studies show that maternal conditions that induce Th1 responses may have harmful effects on perinatal brain development but that conditions that promote Th2 responses may have beneficial effects.

The present study was conducted using the mouse intestinal nematode, *Heligmosomoides bakeri*, a common model for the intestinal nematodes that infect over 24% of the world’s population^15^. After infective larvae are ingested, the parasite remains in the intestine of the host, first in the submucosa as a larval stage, and then in the lumen of the small intestine where adult worms mate and females release eggs in the faeces^16^. The strong anti-inflammatory nature of this parasite is evident in Th2 responses both in the local tissue and in circulation of infected mice^17^, and in the enhancement of the Th2 response over that normally observed in pregnancy^18^. Furthermore, this infection reduces symptoms of auto-immune diseases that induce a strong inflammatory response^16^. Thus, this model is suitable for testing the intriguing possibility that an infection that remains restricted to the maternal intestine and that is known to induce a Th2 response may have a positive impact on pathways associated with long-term potentiation (Fig. 1) in the uninfected pups.

The study had three objectives. First, we documented differential brain gene expression at postnatal day 2 (P2) and P7 and compared it with the data from embryonic day 18 (E18) from our previous experiment^14^, in order to record the impact of maternal infection on the developmental progression of brain gene expression in the uninfected pups. Second, we used gene ontology and pathway analyses to determine whether maternal nematode infection altered expression of individual genes and pathways associated with long-term potentiation in the post-partum brain. Finally, we used pathway analysis and interrogated the gene expression database to determine if maternal infection altered neuro-inflammation or the cytokine environment in the pup brain on P7.

## Results

### Maternal nematode infection changed developmental progression of brain gene expression

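Whole-brain RNA was sequenced from 17 male pups, each from a different litter of CD1 mice, which are an outbred stock. Infected dams received 100 larvae of *Heligmosomoides bakeri* per dose on E7, E12 and E17, and on P3 where the litter was kept to P7. There were 4 control and 3 infected pups at P2 and 5 control and 5 infected pups at P7. The paired-end reads were aligned to GRCm38 by the sequencing centre, and the authors counted the reads on the exons of each gene with HTSeq-count. They deposited 1 table of raw counts per pup, with the count of each Ensembl gene and 5 lines for reads that were not assigned to a gene. The E18 brains of the time series were not analysed here. Reads counted on genes ranged from 40183690 to 75212206 per control pup at P2 (median 52013492.5) and from 39932683 to 70281815 per infected pup at P2 (median 48553590). At P7, they ranged from 30475684 to 73985178 per control pup (median 37673632) and from 37742092 to 118512036 per infected pup (median 45970640). The totals did not separate the groups at P2 (p = 0.857) or at P7 (p = 0.452, two-sided exact permutation tests). At this depth, the smallest level that 3 counts can show lay between 0.0253 and 0.0984 CPM (counts scaled to library size), a floor that covers counting error only. Other shares of the reads did separate the groups at P7. Reads that did not align made up 5.31% ± 1.18 (SD, n = 5) of the control libraries and 3.02% ± 0.183 (SD, n = 5) of the infected libraries. Reads that aligned to more than 1 place made up 15.9% ± 1.99 and 11.0% ± 0.493 of them, respectively, and reads outside annotated exons made up 2.42% ± 0.159 and 3.41% ± 0.245. No control pup overlapped with an infected pup in these 3 shares (exact permutation test, p = 0.007937 for each, the smallest that 5 pups against 5 allow; 0.0113 after Benjamini-Hochberg adjustment over 10 measures). Some of the other measures also separated the groups at P7, with the same exact permutation p. These were reads on more than 1 gene (4.07% in control and 3.80% in infected libraries) and reads on genes (72.25% and 78.79%). They also included reads in the 10 highest genes (5.15% and 3.23%) and the correlation of relative expression with exonic length (-0.396 and 0.462). Relative expression is the log2 CPM of a gene minus its mean over the 17 pups. Its sign thus compares a pup with the other pups. None of the 10 measures separated the groups at P2, where the smallest exact permutation p was 0.457. The sample labels and the paper's text name no sequencing or library batch, so these differences could not be examined within batches.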

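From the raw counts, each age was analysed separately with edgeR's quasi-likelihood test after TMM normalization. Genes with too few counts were removed with edgeR's filterByExpr, which left 18041 genes at P2 and 17599 at P7, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change above 1 were called differentially expressed. The fold-change threshold was set on the log2 scale because the part of Supplementary Dataset 1 at hand holds no gene with an absolute log2 fold change of 1 or less. Levels are given as CPM with TMM normalization, as mean ± SD over pups. In all pairs of pups of the same group, the counts differed by more than sampling noise (chi-square per degree of freedom of at least 12.0). This comparison cannot decide what counts as a sample, because it sets separate animals against counting noise alone. Each pup came from a different litter and was counted as a separate sample. The pups carry replicate numbers in the sample labels, and it was checked whether these numbers pair them. At P7, the deviations from the group means had a mean correlation of -0.152 over the 5 pairs of pups with the same number and 0.0362 over the 20 other pairs. At P2, the means were -0.219 over 3 pairs and 0.0736 over 9. Pups with the same number thus did not deviate together. The main fits use no block, and fits with the replicate number as a block are given for some of the results. Gene positions and exon lengths come from the GENCODE M21 annotation of GRCm38, in which 98.9% of the genes in the tables were found.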

Time series analysis provided a heatmap of the full developmental profile of brain gene expression from E18 to P2 to P7 in control and infected groups (Supplementary Fig. 1). When only the differentially expressed genes were visualized, three developmental patterns emerged (Fig. 2). In pattern 1, gene expression was higher on E18 than on P2 and P7 in both control and infected groups, reflecting developmental down-regulation of pattern 1 genes post-partum. In pattern 2, gene expression increased from E18 to P2 in both control and infected groups but remained elevated at P7 only in the infected group. 

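The part of pattern 2 from P2 to P7 was examined in 1 model of all 17 pups, with 19087 genes tested. In the control group, 1208 genes rose and 2106 fell from P2 to P7. In the infected group, 139 genes rose and 42 fell. Of the 2106 genes that fell in the control group, 23 also fell in the infected group. The number of genes that changed in the control group varied from 1312 to 6502 when each of the 17 pups was left out in turn. In the infected group, it varied from 59 to 275. With the replicate number as a block, 1765 genes changed in the control group and 58 in the infected group, against 3314 and 181 without the block.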

In pattern 3, gene expression increased from E18 to P2 to P7 irrespective of the infection status of the dams. 

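From P2 to P7, 85 genes rose past both thresholds in the control group and in the infected group alike, out of 1208 that rose in the control group and 139 that rose in the infected group. Over all 19087 genes, the change from P2 to P7 had the same sign in both groups for 50.1% of the genes.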

Expression of the 100 most highly ranked genes in the time series analysis differed between the infected and control groups only on P7 and was up-regulated in 90 of these 100 genes (Supplementary Dataset 2), a pattern consistent with pattern 2 genes (Fig. 2).

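Of the 100 genes in Supplementary Dataset 2, 82 had enough counts to be tested at P7, and 18 did not. All 82 changed in the direction that the paper lists, 80 up and 2 down. Of these, 80 were differentially expressed, with a median log2 fold change of 1.86 over the 82 genes. Among the 10 most highly ranked genes, *Klhl34* had a log2 fold change of 2.43 (adjusted p = 0.00113), *Casr* of 2.23 (adjusted p = 0.000844), *Rps3a3* of 3.93 (adjusted p = 0.00821) and *Pcdhga1* of 1.64 (adjusted p = 0.00899, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rps3a3* is named as a copy of a ribosomal protein gene, so its count is uncertain where reads fit more than 1 copy. At P2, the median log2 fold change of these genes was 0.247, with 77 up and 4 down, and none had an adjusted p-value under 0.05 (0 also at an unadjusted p under 0.05). Whether the effect of infection differed between P7 and P2 was tested as an interaction in a model of all 17 pups. It differed for 0 of 19087 genes at an adjusted p-value under 0.05 and for 5552 genes at an unadjusted p under 0.05, of which 54 were in the list. Without P2 control pup 3, the number at an adjusted p-value under 0.05 was 10166. With all 17 pups and the replicate number as a block, it was 0, and 2530 genes had an unadjusted p under 0.05. The paper relates the difference of these genes at P7 alone to its pattern 2. It ranked them from data that include the same counts, so their agreement at P7 is not separate support.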

**Figure 2:**
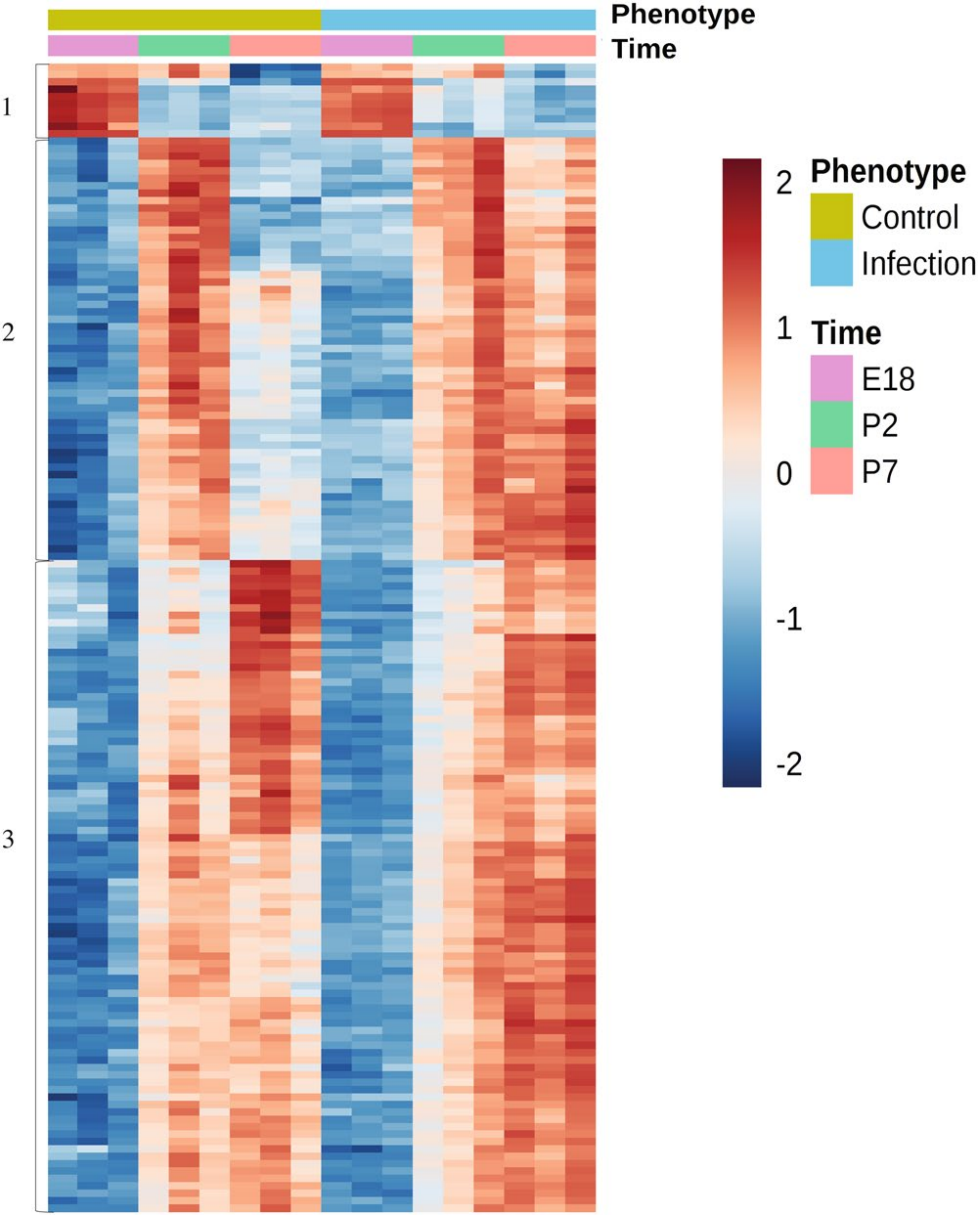
Heatmap generated after elimination of non-significant genes by ANOVA2 with Bonferroni multiple testing revealing 3 temporal patterns of differential gene expression between control and infection groups at embryonic day 18 (E18), postnatal day 2 (P2) and postnatal day 7 (P7). Pattern 1 gene expression was higher on E18 than P2 and P7 in both control and infected groups. Expression of pattern 2 genes increased from E18 to P2 in both control and infected groups and highly expressed at P7 in the infected group but not the control group. Expression of genes in patterns 3 progressively increased from E18 to P2 to P7 irrespective of the infection status of the dams.

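At P2, 0 of the 18041 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 116 had an unadjusted p under 0.05. With edgeR's exact test, 1 gene was up-regulated and 4 were down-regulated, and with DESeq2, 2 were up-regulated and 4 down-regulated, which were the largest changes among the alternatives. With the replicate number as a block, the count was 0, with 118 genes at an unadjusted p under 0.05. *Hmga1b* (ENSMUSG00000078249) lies on chromosome 11 of GRCm38 from 120762794 to 120764419. Its level was 0.705 ± 0.174 CPM in the control group (SD, n = 4 pups) and 6.74 ± 5.23 in the infected group (SD, n = 3), a log2 fold change of 3.25 (standard error 0.77, adjusted p = 0.979 from the quasi-likelihood test). The infected pups were unequal, with 9.67, 0.701 and 9.85 CPM. In DESeq2 its adjusted p was 0.0316, and in edgeR's exact test 0.0766. It belongs to the same family as *Hmga1*. Reads that aligned to both genes would not have been assigned to either, so its count may be incomplete. *Morn2* (ENSMUSG00000045257, chromosome 17 from 80290203 to 80297476) had 6.12 ± 2.25 CPM in the control group (SD, n = 4) and 1.93 ± 0.386 in the infected group (SD, n = 3), a log2 fold change of -1.67 (standard error 0.31, adjusted p = 0.979 from the quasi-likelihood test). *Gm38402* was matched by its Entrez identifier to the pseudogene *Zfp133-ps* in GENCODE M21 (ENSMUSG00000083674, chromosome 2 from 144459280 to 144500267), but RefSeq lists the pair as separate genes at overlapping positions, so the match is uncertain. *Zfp133-ps* had 1.30 ± 0.448 and 0.332 ± 0.0498 CPM, respectively, a log2 fold change of -1.96 (standard error 0.33, adjusted p = 0.979 from the same test). Every infected pup lay below every control pup for both genes (two-sided exact permutation test, p = 0.0286, the smallest that 4 pups against 3 allow). Their adjusted p was 0.0133 and 0.00607 in edgeR's exact test, and 0.00244 and 0.0013 in DESeq2.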

Analysis of the P2 and P7 datasets revealed that only three genes were differentially expressed in the P2 pup brain: one gene (high mobility group AT-hook 1B [*Hmga1b*]) was up-regulated and two genes (MORN repeat containing 2 [*Morn2*] and Gm38402 predicted gene [*Gm38402*]) were down-regulated. In contrast, at P7, 2751 brain genes were up-regulated and 2985 were down-regulated in the infected compared with the control group (Supplementary Dataset 1), and the majority had a log2 fold change between 1 and 2 (Supplementary Fig. 2). 

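At P7, 2930 genes were up-regulated and 3121 were down-regulated in the infected group among the 17599 genes tested. Without the fold-change threshold, 12506 genes had an adjusted p-value under 0.05, 6134 up and 6372 down. When each pup was left out in turn, between 2521 and 3787 genes were up-regulated and between 2697 and 3859 were down-regulated. With the replicate number as a block, 3177 were up-regulated and 2881 down-regulated. A correction for GC content and gene length, an alternative set before the data were examined, gave 1361 up-regulated and 1710 down-regulated genes. With that correction and the replicate block together, they were 1545 and 1561. With the percent of reads not aligned as a covariate, which was chosen after seeing the data, 0 genes were up-regulated and 1 was down-regulated, and 3556 had an unadjusted p under 0.05. Of the 6051 differentially expressed genes, 5462 had an absolute log2 fold change between 1 and 2, a share of 90.3% (Wilson 95% interval over genes 89.5 to 91.0), and 589 were above 2. The interval treats genes as independent, which they are not, and does not cover the spread between pups. Every infected pup lay above every control pup for 2687 of the up-regulated genes, and below every control pup for 2286 of the down-regulated ones. Among these genes, with a mean of at least 1 CPM, the largest rises were in *AI506816* (log2 fold change of 3.47), *Grin2b* (3.43), *Soga1* (3.32), *Zbtb20* (3.27) and *Hipk2* (3.25), and the largest falls in *Gm10039* (-3.38), *Gm5451* (-2.76), *Gm17750* (-2.67), *Rpl35a* (-2.59) and *Usmg5* (-2.48). *AI506816* was uneven between pups, with 2.51 to 28.8 CPM in the infected pups at P7 and 0.555 to 2.00 in the control pups. At P2, it ranged from 1.87 to 18.9 CPM in the control pups and from 1.28 to 17.4 in the infected pups. Its rise at P7 may thus reflect differences between single pups. Up-regulated genes had a median exonic length of 7398 bases and down-regulated genes of 1960, against 4024 for all genes tested. Of the genes listed in the part of Supplementary Dataset 1 at hand, 1990 were tested here, and all of them were differentially expressed in the direction listed, with a median difference of 0.0148 on the log2 scale from the paper's values. That list comes from the same counts, so this comparison checks the processing only.

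**Figure D1:**
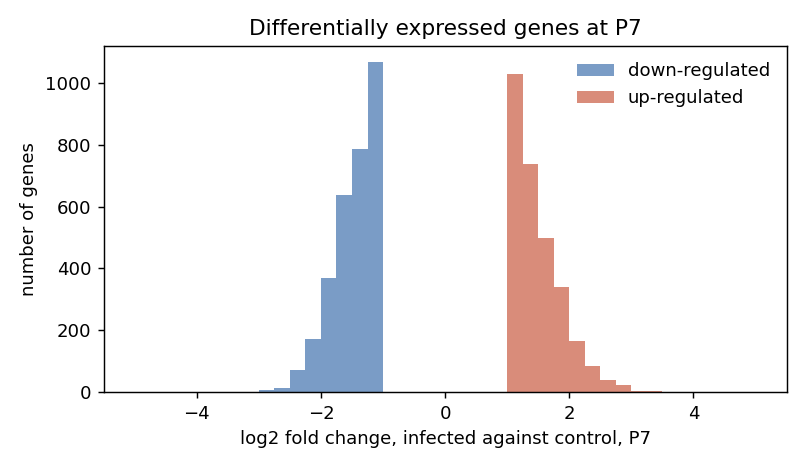
Histogram of the log2 fold changes (horizontal axis, infected against control at P7) of the differentially expressed genes, with the number of genes in bins on the vertical axis; 3121 down-regulated genes are in blue and 2930 up-regulated genes in red. On both sides most genes lie between 1 and 2 in absolute value, and 589 lie beyond 2.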

Several genes known to be critical for postnatal brain development were up-regulated on P7 including thrombospondin 1 (*Tsp1*) which promotes synaptogenesis^19^, orthodenticle homeobox 1 (*Otx1*) which is essential for dendritic growth of neurons^20^ and bromodomain PHD finger transcription factor (*Bptf*) which helps in neurodevelopment^21^. In addition, expression of transcription factors, receptors for glutamate, GABA, glycine, cholinergic, dopamine and serotonin, several ion channels (calcium, potassium, sodium, chloride, and potassium/chloride co-transporter), synaptic proteins, cell adhesion molecules, and cell signalling pathways (Wnt, Bmps and hedgehogs) was up-regulated in the infected group at P7 (Supplementary Dataset 3).

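The gene that encodes thrombospondin 1 is listed as *Thbs1* (ENSMUSG00000040152) and lies on chromosome 2 of GRCm38 from 118111876 to 118127133. At P7, its level was 6.07 ± 3.19 CPM in the control group (SD, n = 5 pups) and 15.4 ± 1.86 in the infected group (SD, n = 5), a log2 fold change of 1.33 (standard error 0.29, adjusted p = 0.0024). *Otx1* (ENSMUSG00000005917, chromosome 11 from 21994764 to 22002897) had 3.72 ± 2.09 and 9.05 ± 0.99 CPM, respectively, a log2 fold change of 1.26 (standard error 0.32, adjusted p = 0.00482). *Bptf* (ENSMUSG00000040481, chromosome 11 from 107033081 to 107132127) had 24.7 ± 13.7 and 101 ± 20.4 CPM, a log2 fold change of 2.03 (standard error 0.32, adjusted p = 0.000844, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every infected pup was above every control pup for each of the 3 genes (two-sided exact permutation test, p = 0.007937, the smallest that 5 pups against 5 allow). With each pup left out in turn, the log2 fold change stayed between 1.18 and 1.70 for *Thbs1*, 1.08 and 1.64 for *Otx1*, and 1.90 and 2.43 for *Bptf*. After correction for GC content and gene length, it was 0.92, 0.76 and 0.83, below the threshold of 1 for all 3.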

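Of the 304 genes in Supplementary Dataset 3, 291 were tested at P7, and 290 changed in the direction that the paper lists. That list comes from the same P7 counts, so the agreement is not separate support. There were 227 differentially expressed genes that were up-regulated and 62 that were down-regulated. All 13 glutamate receptor genes were up-regulated, with a median log2 fold change of 1.56. Of the GABA receptor genes, 5 rose and 2 fell, and of the 2 glycine receptor genes, 1 rose and 1 fell. All 7 cholinergic receptor genes tested were up-regulated (median log2 fold change of 1.29), as was the serotonin receptor gene (1.09), whereas the dopamine receptor gene had too few counts to be tested. Among the ion channels, all 14 calcium channel genes (median 1.79) and all 6 sodium channel genes tested (median 1.36) were up-regulated, 27 of 29 potassium channel genes rose, and 2 of 5 chloride channel genes rose. Of the synaptic protein genes, 9 of 11 rose. For signalling, 3 of 4 *Wnt* genes, 5 of 6 *Bmp* genes and both hedgehog genes rose. Of the 157 transcription factor genes tested, 107 rose and 50 fell. With correction for GC content and gene length, 285 of the 291 genes kept the direction and 108 stayed past both thresholds. At P2, 0 of these genes had an adjusted p-value under 0.05, and 0 had an unadjusted p under 0.05. The median exonic length was 7420 bases for the listed up-regulated genes and 3024 for the down-regulated ones.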

### Maternal nematode infection altered P7 brain gene ontologies, pathways and protein-protein interaction networks

#### Gene ontology analysis

Maternal nematode infection significantly enriched 868 PANTHER GO terms (Supplementary Datasets 4 and 5). When reanalyzed to remove redundancy and ensure semantic similarity, infection upregulated 34 REVIGO GO terms at P7, 19 of which were involved in biological processes central to postnatal mouse brain development, namely central nervous system development, 9 were in regulation of small GTPase-mediated signal transduction, and 4 were in synapse organization (Fig. 3).

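The ontology terms were not recomputed here, and 2 families of genes behind them, picked by gene symbol after the P7 results were known, are given instead. Of 29 semaphorin and plexin genes tested at P7, 28 rose, 20 of them past both thresholds, with a median log2 fold change of 1.24 that stayed positive with RLE factors (1.24), with library size only (1.28), with DESeq2 (1.24) and after correction for GC content and gene length (0.48). Of 21 genes for synapse scaffold and adhesion proteins, 19 rose, 15 of them past both thresholds, with a median log2 fold change of 1.51, and of 0.47 after correction for GC content and gene length. After that correction, 3 semaphorin and plexin genes and 5 synapse genes were up-regulated past both thresholds. With the percent of reads not aligned as a covariate, chosen after seeing the data, the medians were 0.304 and 0.255, respectively.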

**Figure 3:**
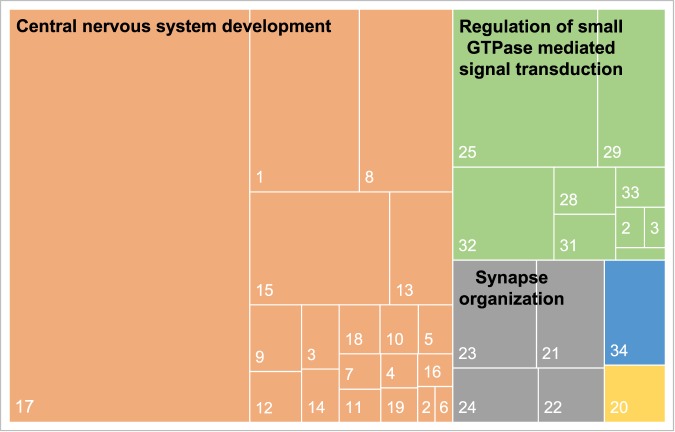
TreeMap visualization of biological process GO terms (small rectangles) up-regulated. In REVIGO. Superclusters of loosely related terms are visualized using different colors. The size of each rectangle reflects the p-value of the GO term. Where 1. Central nervous system development; 2. Regulation of neuron migration; 3. Neuromuscular process; 4. Neuromuscular process controlling balance; 5. Nerve development; 6. Embryonic camera-type eye morphogenesis; 7. Glomerulus development; 8. Post-embryonic development; 9. Gland morphogenesis; 10. Artery development; 11. Neuroepithelial cell differentiation; 12. Embryonic pattern specification; 13. Developmental growth involved in morphogenesis; 14. Neural tube closure; 15. Head development; 16. Cranial nerve development; 17. Cell morphogenesis; 18. Peripheral nervous system development; 19. Autonomic nervous system development; 20. Neural precursor cell proliferation; 21. Synapse organization; 22. Regulation of synapse structure or activity; 23. Plasma membrane organization; 24. Regulation of cell size; 25. Regulation of small GTPase mediated signal transduction; 26. Positive regulation of JUN kinase activity; 27. Negative chemotaxis; 28.Posttranscriptional gene silencing by RNA; 29. Steroid hormone mediated signaling pathway; 30. Regulation of glutamate receptor signaling pathway; 31. Regulation of synaptic plasticity; 32. Negative regulation of translation; 33. Semaphorin-plexin signaling pathway; 34. Locomotory behavior.

#### KEGG pathway analysis

Differential expression was detected for 99 pathways (Supplementary Dataset 6). Among the 37 pathways with at least 15 differentially expressed genes (Fig. 4), maternal nematode infection down-regulated three pathways: pyrimidine metabolism, purine metabolism, and cytokine-cytokine receptor interaction. 

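The pathway enrichment was not recomputed here, and families picked by gene symbol after the P7 results were known are given instead. Among 46 genes for subunits of RNA and DNA polymerases and for nucleoside diphosphate kinases, which belong to nucleotide metabolism, 36 fell and 10 rose at P7, and 23 were down-regulated past both thresholds. Their median log2 fold change was -0.996, and it stayed negative with RLE factors (-0.99), with library size only (-0.91), with DESeq2 (-0.99) and after correction for GC content and gene length (-0.57). After that correction, 12 were down-regulated and 1 was up-regulated past both thresholds. With the percent of reads not aligned as a covariate, chosen after seeing the data, the median was -0.15. Among 96 genes for cytokines, chemokines and their receptors, 59 fell and 37 rose, and 20 were down-regulated against 11 up-regulated past both thresholds. The median log2 fold change of this family, -0.28, was at the 21.4 percentile of 10000 random lists of genes matched on expression, and at the 10.0 percentile after the correction.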

The insulin signaling pathway was both down-regulated and up-regulated. Maternal infection up-regulated 30 pathways including three pathways directly involved in synaptogenesis (axon guidance, cholinergic synapse, and dopaminergic synapse) and five specifically associated with glutamatergic long-term potentiation (glutamatergic synapse, Wnt signaling, MAPK signaling, calcium signaling, and long-term potentiation).

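The heatmaps of Figs 6 to 10 name 147 different genes, of which 145 were tested at P7. All 145 changed in the direction shown, 121 up and 24 down, and 144 were past both thresholds. The paper shows them as up- or down-regulated in the same counts, so this agreement is not separate support for the pathways. For the Wnt signalling heatmap, 39 genes were up-regulated, with a median log2 fold change of 1.24, and 2 were down-regulated. For the glutamatergic synapse, 28 were up-regulated (median 1.62) and 8 down-regulated, for MAPK signalling 28 (median 1.67) and 5, and for calcium signalling 59 (median 1.51) and 2. For long-term potentiation, 25 were up-regulated (median 1.52) and 10 down-regulated. Once corrected for GC content and gene length, 139 of the 145 genes kept the direction and 47 stayed past both thresholds, 14 of them in the long-term potentiation heatmap. With the replicate number as a block, all 145 kept the direction. The median exonic length was 8992 bases for the up-regulated heatmap genes and 2306 for the down-regulated ones. At P2, 0 of them had an adjusted p-value under 0.05, and 0 had an unadjusted p under 0.05, while 118 had a positive log2 fold change. The pathway enrichment itself was not recomputed.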

**Figure 4:**
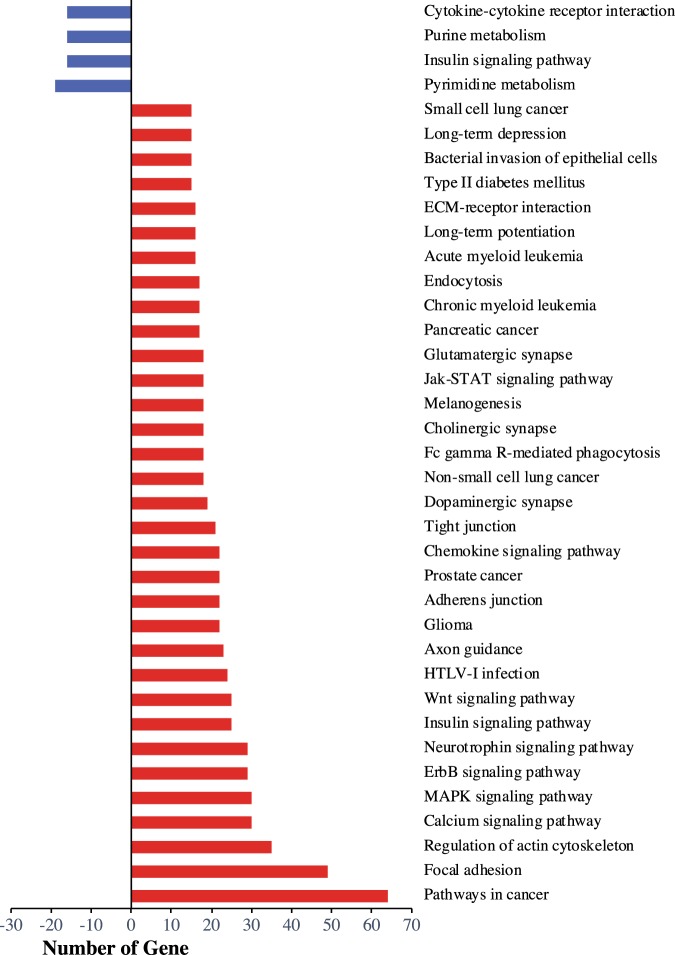
Bar diagram of KEGG pathways that were significantly down-regulated (blue) or up-regulated (red) by maternal nematode infection in the postnatal day 7 (P7) pup brain, and that had more than 15 down- or upregulated genes respectively.

#### Protein-protein interaction network

The IMEx protein-protein interaction network confirmed that the five pathways associated with long-term potentiation interacted with one another and that maternal nematode infection altered expression of a very large number of the nodes (Fig. 5). In addition, several pathways that promote cell division and growth were up-regulated including ErbB signaling and Jak-STAT signaling which presumably indicates more favorable conditions for cellular proliferation in the pup brains of the infected compared with the control group.

**Figure 5:**
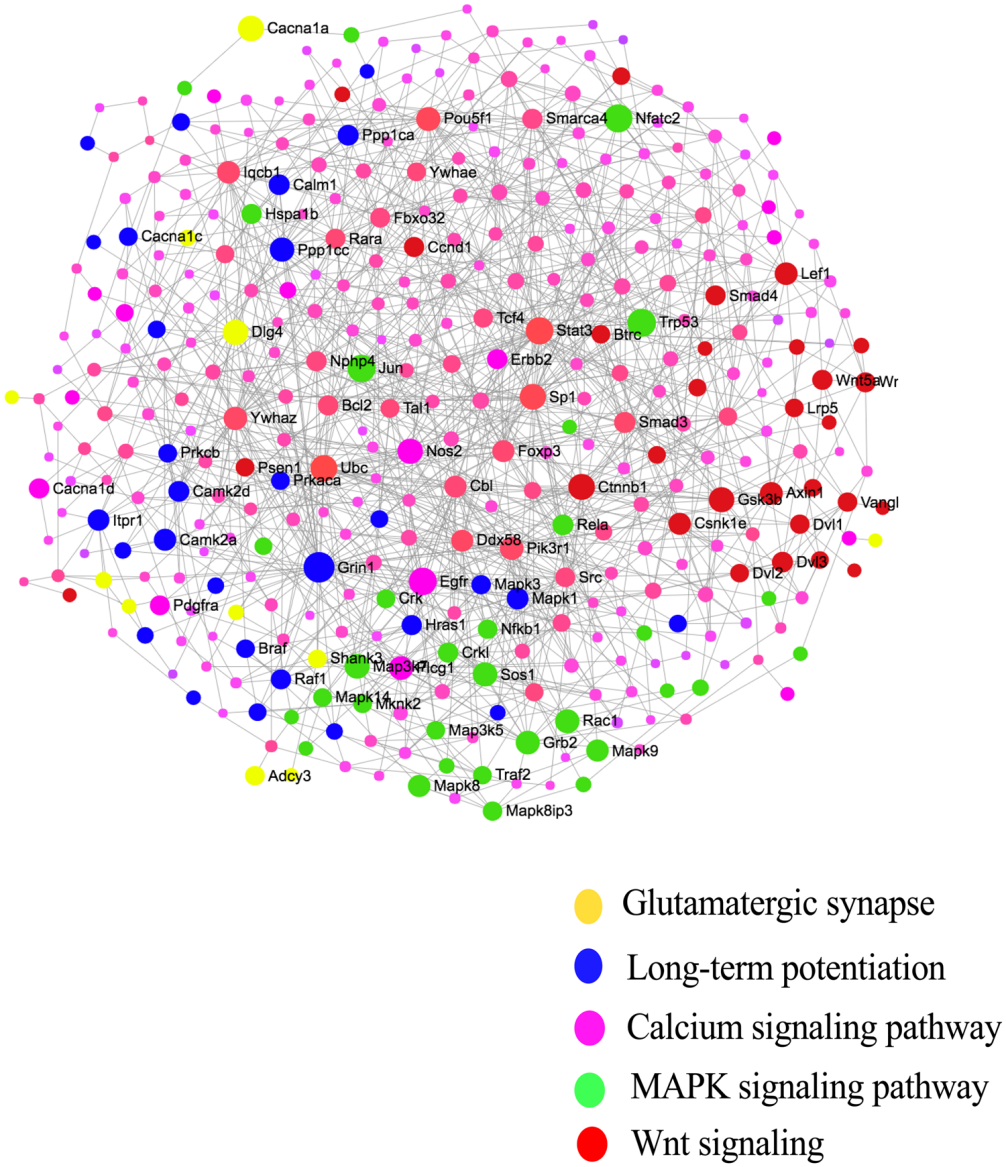
IMEX Network of the postnatal day 7 (P7) brain showing the interactions among Wnt signaling, MAPK signaling, calcium signaling, long-term potentiation and glutamatergic synapse pathways in response to maternal nematode infection.

### Maternal nematode infection up-regulated five pathways associated with long-term potentiation

We interrogated the pathways and heatmaps for specific critical genes involved with Wnt signalling (Fig. 6), glutamatergic signalling (Fig. 7), MAPK signalling (Fig. 8), calcium signalling (Fig. 9) and long-term potentiation (Fig. 10) at P7. In addition, the P7 database of differentially expressed genes was examined for specific genes known to be associated with long-term potentiation. The fold-change values for all differentially expressed genes at P7 is presented in the Supplemental Dataset 1.

**Figure 6:**
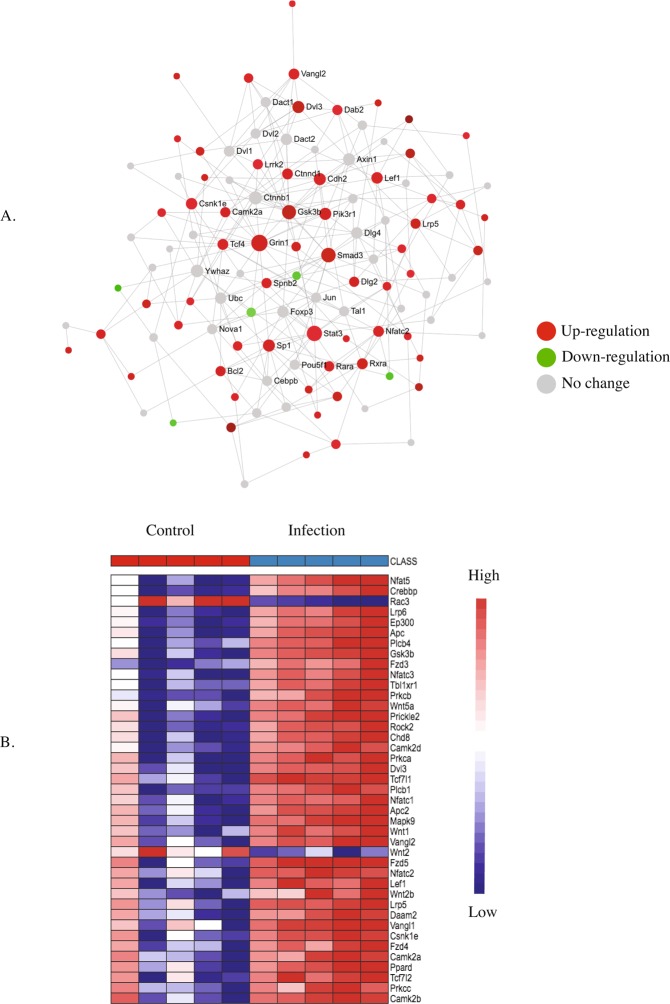
KEGG pathway analysis (**A**) and heatmap (**B**) of the postnatal day 7 (P7) brain showing up- and down-regulated genes involved in the Wnt signaling pathway in response to maternal nematode infection.

**Figure 7:**
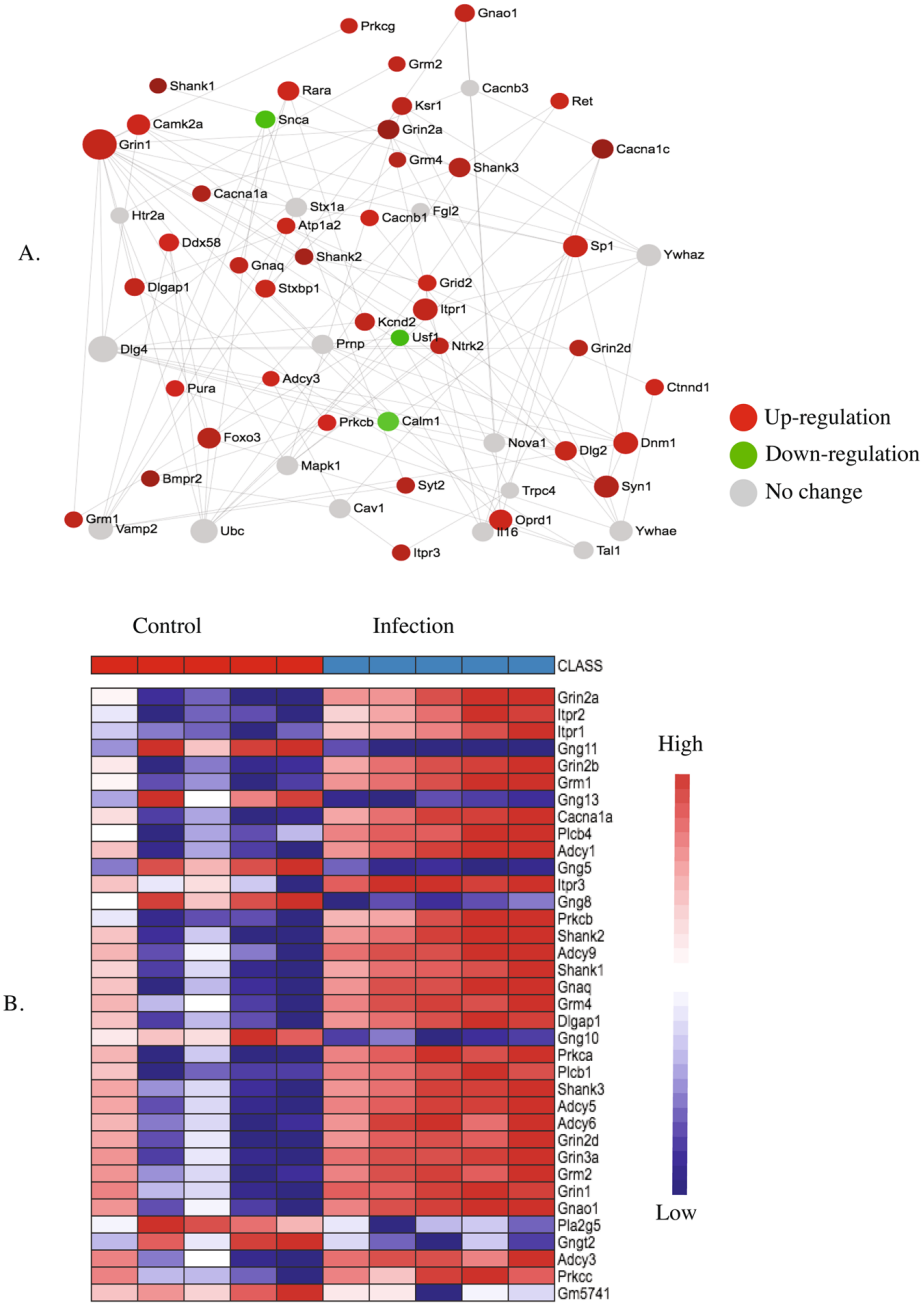
KEGG pathway analysis (**A**) and heatmap (**B**) of the postnatal day 7 (P7) brain showing up and downregulated genes involved in glutamatergic synapse signaling pathway in response to maternal nematode infection.

**Figure 8:**
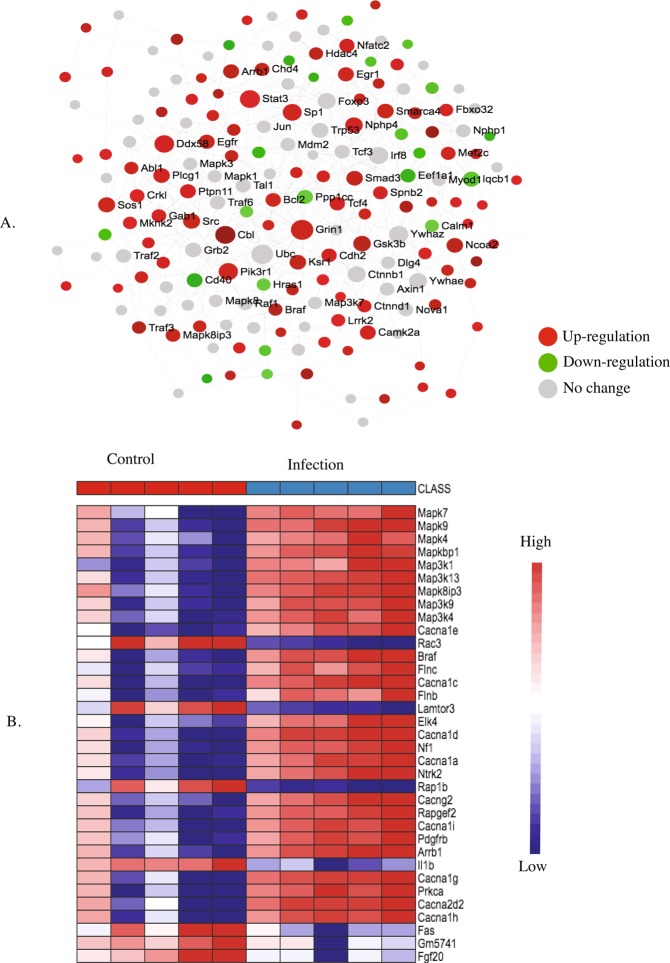
KEGG pathway analysis (**A**) and heatmap (**B**) of the postnatal day 7 (P7) brain showing up and downregulated genes involved in MAPK signaling pathway in response to maternal nematode infection.

**Figure 9:**
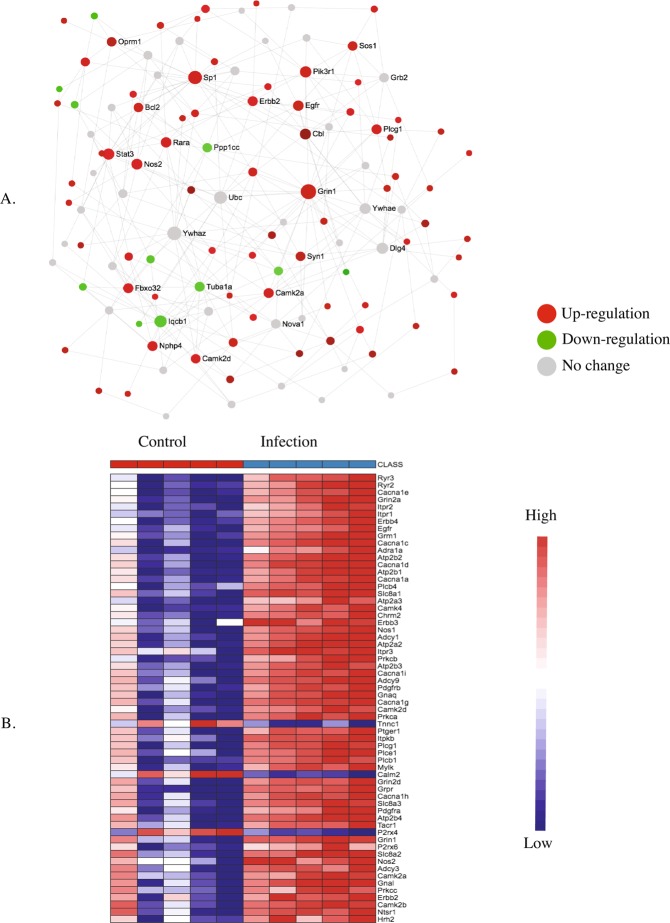
KEGG pathway analysis (**A**) and heatmaps (**B**) of the postnatal day 7 (P7) brain showing up and down-regulated genes involved in calcium signaling pathway in response to maternal nematode infection.

**Figure 10:**
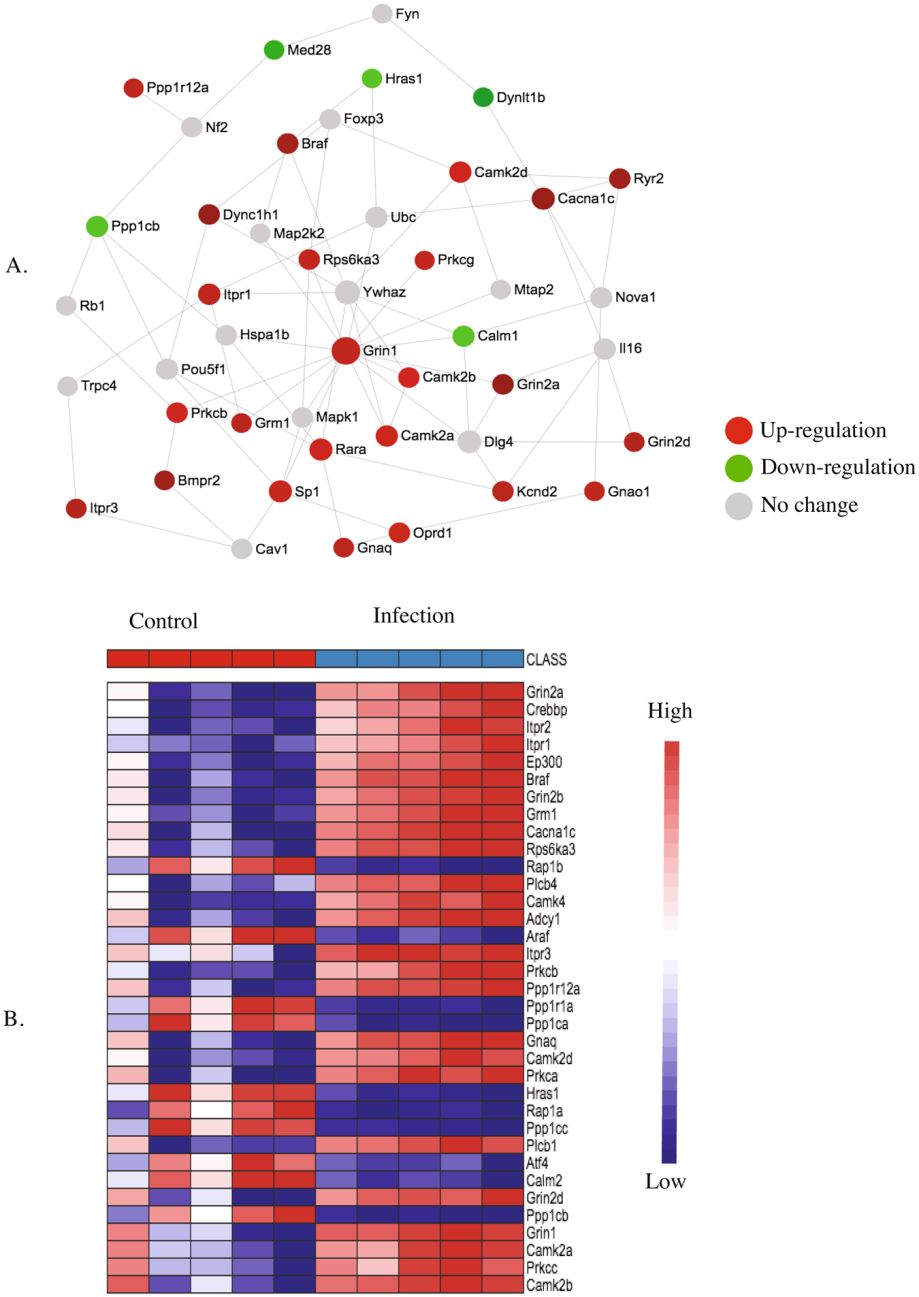
KEGG pathway analysis (**A**) and heatmap (**B**) of the postnatal day 7 (P7) brain showing up and down-regulated genes involved in long-term potentiation signaling pathway in response to maternal nematode infection.

Wnt signalling of the pre-synaptic cell is a first step in the cascade leading to long-term potentiation. Among the genes in the Wnt signalling pathway (Fig. 6), the important up-regulated genes for canonical Wnt signalling were frizzled family receptors (*Fzd*), catenin cadherin-associated proteins (*Ctnnd1* and *Ctnnd2*), dishevelled segment polarity protein 3 (*Dvl3*), glycogen synthase kinase 3 beta (*GSK3b*), and low-density lipoprotein receptor-related proteins (*LRP1, 2, 3, 4, 5*, 6, and 8). In addition, up-regulation of non-canonical Wnt signalling was evidenced by up-regulation of Wnt family members including *Wnt1*, 2*b*, and 5a, associated receptor tyrosine kinase-like orphan receptors (*RoRa* and *b*), several phospholipase Cs (*PLCs*), several potassium and calcium voltage-gated channels (*KCNQs* and *VGCC*s, respectively), lymphoid enhancer binding factor 1 (*Lef1*), transcription factor 7 like 1 and 2 (*Tcf7l 1* and *Tcf7l 2*), Creb binding protein (*Crebbp*), and several G-protein coupled receptors (*GPCR*s). Furthermore, we also recorded up-regulation of the abnormal spindle microtubule assembly (*Aspm*) gene that positively regulates Wnt signaling in the brain^22^.

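All 14 genes of this list were up-regulated at P7, with log2 fold changes from 1.04 to 2.59. The frizzled receptor gene *Fzd3* (ENSMUSG00000007989, chromosome 14 of GRCm38 from 65192449 to 65262463) had 17.6 ± 2.30 CPM in the control group (SD, n = 5 pups) and 36.6 ± 4.40 in the infected group (SD, n = 5), a log2 fold change of 1.06 (standard error 0.12, adjusted p = 0.000844). *Fzd4* and *Fzd5* had log2 fold changes of 1.07 and 1.46. *Ctnnd1* rose by 1.25 and *Ctnnd2* by 1.60 on the log2 scale. *Dvl3* (ENSMUSG00000003233, chromosome 16 from 20516982 to 20534010) had 17.5 ± 13.6 and 64.6 ± 10.3 CPM, respectively, a log2 fold change of 1.88 (standard error 0.43, adjusted p = 0.00293). *Gsk3b* (ENSMUSG00000022812, chromosome 16 from 38089001 to 38246084) had 97.5 ± 62.8 and 373 ± 56.3 CPM, a log2 fold change of 1.94 (standard error 0.36, adjusted p = 0.00109, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the lipoprotein receptor-related genes, the log2 fold change was 2.59 for *Lrp1*, 1.63 for *Lrp2*, 1.04 for *Lrp3*, 1.94 for *Lrp4*, 1.59 for *Lrp5*, 2.12 for *Lrp6* and 1.64 for *Lrp8*. *Lrp2* was low, with 0.357 ± 0.198 and 1.18 ± 0.28 CPM. For *Lrp3*, 4 of the 5 infected pups were above every control pup, and for the other 13 genes all 5 were. After correction for GC content and gene length all 14 stayed positive, and 3 stayed past both thresholds (*Dvl3*, *Gsk3b* and *Lrp6*). In a fit with the percent of reads not aligned as a covariate, chosen after seeing the data, the log2 fold change was -0.16 for *Lrp3* and -0.11 for *Lrp5*.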

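Of this list, 15 genes given here other than *Aspm* were up-regulated at P7. The log2 fold change was 1.73 for *Wnt1* (adjusted p = 0.00206), 1.39 for *Wnt2b* (adjusted p = 0.00482) and 1.20 for *Wnt5a* (adjusted p = 0.000844, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Wnt1* was low, with 0.202 ± 0.145 CPM in the control group (SD, n = 5 pups) and 0.743 ± 0.121 in the infected group (SD, n = 5). *Wnt5a* (ENSMUSG00000021994, chromosome 14 of GRCm38 from 28504750 to 28527448) had 11.2 ± 3.48 and 25.7 ± 2.49 CPM, respectively. The genes *Rora* and *Rorb*, as listed in Supplementary Dataset 1, rose by 1.69 and 1.47 on the log2 scale. The paper describes them as receptor tyrosine kinase-like orphan receptors. Here they were taken by symbol only, so their rise is not evidence that receptors of that family rose. The phospholipase genes *Plcb1*, *Plcb4*, *Plcg1* and *Plce1* had log2 fold changes of 1.24, 1.21, 1.26 and 1.49, and the potassium channel genes *Kcnq3* and *Kcnq5* of 2.78 and 1.37. *Lef1*, *Tcf7l1*, *Tcf7l2* and *Crebbp* rose by 1.24, 1.53, 1.09 and 1.87. For *Wnt2b*, 3 of the 5 infected pups were above every control pup, and for the other genes given here all 5 were. With correction for GC content and gene length, *Wnt1*, *Wnt2b*, *Kcnq3* and *Tcf7l1* stayed past both thresholds, and all 15 genes kept a positive value. When the percent of reads not aligned was a covariate, chosen after seeing the data, the log2 fold change of *Tcf7l2* was -0.0185.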

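*Aspm* (ENSMUSG00000033952) lies on chromosome 1 of GRCm38 from 139454772 to 139494091. It had 4.89 ± 0.887 CPM in the control group (SD, n = 5 pups) and 13.1 ± 2.92 in the infected group (SD, n = 5) at P7, a log2 fold change of 1.42 (standard error 0.18, adjusted p = 0.000844 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 infected pups were above every control pup. Once corrected for GC content and gene length the log2 fold change was 0.57 (adjusted p = 0.0108), below the threshold of 1. At P2, it was 0.31 (standard error 0.49, adjusted p = 0.979 from the same test).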

The presence of excitatory glutamatergic receptors (NMDARs and AMPARs) on the post-synaptic cell is critical not only for the functioning of the glutamatergic synapse (Fig. 7), but also for long-term potentiation (Fig. 10). Two sub-units of NMDARS, *NR2A* and *NR2B* (also known as *Grin2A* and *Grin2B*) as well as several AMPARs including the metabotropic glutamate receptors 1 and 2 (*mGlu-R1* and *mGlu-R2*), *Gria3*, *Grm2*, *Grm4*, *Grik3* and *Grik5* were up-regulated in the pup brain on P7 in response to maternal nematode infection.

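The 7 receptor genes given here were all up-regulated at P7. *Grin2a* (ENSMUSG00000059003) lies on chromosome 16 of GRCm38 from 9567898 to 9995560, with 17933 bases of exon. It had 7.18 ± 4.84 CPM in the control group (SD, n = 5 pups) and 37.3 ± 9.04 in the infected group (SD, n = 5), a log2 fold change of 2.36 (standard error 0.37, adjusted p = 0.000844). *Grin2b* (ENSMUSG00000030209, chromosome 6 from 135713233 to 136173511, with 24842 bases of exon) had 26.1 ± 29.3 and 282 ± 94.4 CPM, respectively, a log2 fold change of 3.43 (standard error 0.62, adjusted p = 0.00104, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest control value was 78.0 CPM, in control pup 1. For the other 5 genes (*Grm2*, *Gria3*, *Grm4*, *Grik3* and *Grik5*), the log2 fold change lay between 1.11 for *Gria3* and 2.29 for *Grik3*. For all 7 genes, every infected pup was above every control pup (two-sided exact permutation test, p = 0.007937, the smallest that 5 pups against 5 allow). After correction for GC content and gene length, *Grin2a* (1.27), *Grin2b* (2.19), *Grm2* (1.05) and *Grik3* (1.46) stayed past both thresholds, and the other 3 stayed positive. At P2, the log2 fold change was 0.44 for *Grin2a* (standard error 0.60, adjusted p = 0.979) and 0.28 for *Grin2b* (standard error 0.86, adjusted p = 0.979).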

Up-regulation of MAPK signalling (Fig. 8) is also required for long-term potentiation (Fig. 10). Braf transforming gene (*Braf*) was up-regulated and it is involved in both MAPK signalling and long-term potentiation. 

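*Braf* (ENSMUSG00000002413) lies on chromosome 6 of GRCm38 from 39603237 to 39725463. At P7, it had 18.5 ± 11.0 CPM in the control group (SD, n = 5 pups) and 78.3 ± 13.1 in the infected group (SD, n = 5), a log2 fold change of 2.07 (standard error 0.33, adjusted p = 0.000844 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every infected pup was above every control pup, and with each pup left out in turn the log2 fold change stayed between 1.93 and 2.50. With correction for GC content and gene length, it was 1.28 (adjusted p = 0.000681), past both thresholds. With the percent of reads not aligned as a covariate, chosen after seeing the data, it was 0.77.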

Other up-regulated genes in the MAPK pathway included 11 MAPKs, guanine-nucleotide exchange factor (*Rapgef2*) and genes for several GTPase-activating proteins (*ras-GAPs)* including guanine-nucleotide exchange factors (*ras-GEF*). 

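Of the MAPK genes that Supplementary Dataset 3 or the heatmaps name, the log2 fold change at P7 was 1.16 for *Mapk4*, 1.03 for *Mapk7*, 1.14 for *Mapk9*, 1.51 for *Mapkbp1*, 1.56 for *Mapk8ip3*, 1.55 for *Map3k1*, 1.03 for *Map3k4*, 2.46 for *Map3k9* and 2.26 for *Map3k13*, and all 9 were past both thresholds. *Rapgef2* (ENSMUSG00000062232, chromosome 3 of GRCm38 from 79062516 to 79286517) had 31.9 ± 20.2 CPM in the control group (SD, n = 5 pups) and 105 ± 15.7 in the infected group (SD, n = 5), a log2 fold change of 1.71 (standard error 0.34, adjusted p = 0.00146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of these 10 genes, every infected pup was above every control pup. Once corrected for GC content and gene length, *Map3k9* (1.78) and *Map3k13* (1.55) stayed past both thresholds, *Rapgef2* had a log2 fold change of 0.58, and *Map3k4* changed sign (-0.15, adjusted p = 0.109).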

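The gene *Cacna1a* (ENSMUSG00000034656), on chromosome 8 of GRCm38 from 84388440 to 84640246, had 32.6 ± 20.6 CPM in the control group (SD, n = 5 pups) and 126 ± 24.0 in the infected group (SD, n = 5) at P7, a log2 fold change of 1.94 (standard error 0.35, adjusted p = 0.000994 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 1.80 for *Cacna1b*, 2.43 for *Cacna1c*, 1.79 for *Cacna1d*, 2.62 for *Cacna1e*, 1.94 for *Cacna1g*, 1.83 for *Cacna1h*, 2.37 for *Cacna1i*, 1.06 for *Cacna1s* and 1.71 for *Cacna2d2*, all past both thresholds. *Cacna1f* had too few counts for the filter, and without a filter its log2 fold change was 1.24 (adjusted p = 0.0183). The groups overlapped for *Cacna1s*, with 0.525 CPM in infected pup 1 and 0.616 CPM in control pup 3. For the other genes tested, every infected pup was above every control pup. After correction for GC content and gene length, *Cacna1c* (1.03), *Cacna1e* (1.11) and *Cacna1i* (1.19) stayed past both thresholds, and the other genes tested stayed positive. In a fit with the percent of reads not aligned as a covariate, chosen after seeing the data, the log2 fold change of *Cacna1b* was -0.41.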

A number of calcium channel genes were also up-regulated including several subunits of *Cacna 1* and *Cacna 2*.

Calcium signalling (Fig. 9) is also required for MAPK (Fig. 8), glutamatergic signalling (Fig. 7) and long-term potentiation (Fig. 10). 

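*Camk2a* (ENSMUSG00000024617, chromosome 18 of GRCm38 from 60925618 to 60988152) had 185 ± 111 CPM in the control group (SD, n = 5 pups) and 441 ± 77.7 in the infected group (SD, n = 5) at P7, a log2 fold change of 1.25 (standard error 0.33, adjusted p = 0.00601). For *Camk2b* (ENSMUSG00000057897, chromosome 11 from 5969644 to 6066362), the levels were 354 ± 185 and 736 ± 59.2 CPM, respectively, and the log2 fold change was 1.06 (standard error 0.28, adjusted p = 0.00622). For *Camk2d* (ENSMUSG00000053819, chromosome 3 from 126596302 to 126846326), they were 74.3 ± 21.6 and 162 ± 16.2, and the log2 fold change was 1.12 (standard error 0.18, adjusted p = 0.000844, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 infected pups were above every control pup for *Camk2d*, but 4 were for *Camk2b* and 3 for *Camk2a*. With correction for GC content and gene length, none of the 3 genes was past both thresholds, with log2 fold changes of 0.52 for *Camk2a*, 0.07 for *Camk2b* and -0.14 for *Camk2d* (adjusted p = 0.164).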

Expression of calcium/calmodulin dependent protein kinase II (*CaMK* 2) was up-regulated and it is an important mediator in the Ca^2+^ signaling pathway.

Finally, long-term potentiation is negatively associated with protein phosphatase kinases^23^. 

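The genes for the catalytic subunits of protein phosphatase 1 were down-regulated at P7. *Ppp1ca* (ENSMUSG00000040385, chromosome 19 of GRCm38 from 4192065 to 4195420) had 558 ± 164 CPM in the control group (SD, n = 5 pups) and 240 ± 16.2 in the infected group (SD, n = 5), a log2 fold change of -1.22 (standard error 0.20, adjusted p = 0.000844). *Ppp1cb* (ENSMUSG00000014956, chromosome 5 from 32458843 to 32517433) had 852 ± 265 and 417 ± 16.7 CPM, respectively, a log2 fold change of -1.03 (standard error 0.20, adjusted p = 0.00137). *Ppp1cc* (ENSMUSG00000004455, chromosome 5 from 122158278 to 122175273) had 178 ± 45.7 and 85.8 ± 3.11 CPM, a log2 fold change of -1.05 (standard error 0.17, adjusted p = 0.000844, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every infected pup was below every control pup for each gene. Once corrected for GC content and gene length, the log2 fold change was -1.13 for *Ppp1ca*, -1.65 for *Ppp1cb* and -0.86 for *Ppp1cc*. *Ppp1cb* has 10913 bases of exon. With the replicate number as a block, *Ppp1cb* did not reach the fold-change threshold.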

Consistent with our finding that the long-term potentiation pathway was up-regulated, expression of several protein phosphatase kinases (*Ppp1ca*, *Ppp1cc*, and *Ppp1cb*), was down-regulated in the long-term potentiation pathway (Fig. 10). Taken together, these gene expression and pathway data provide compelling evidence that long-term potentiation was up-regulated in the P7 brain of uninfected offspring of mothers that were infected with a gastrointestinal nematode throughout pregnancy and the first week of lactation.

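For the long-term potentiation pathway at P7, all 35 genes in the heatmap of Fig. 10 were past both thresholds, 25 up-regulated and 10 down-regulated in the infected group. The paper shows these genes as changed in the same counts, so their number is not separate support for the pathway. The up-regulated genes had a median log2 fold change of 1.52 and a median exonic length of 9125 bases, and the down-regulated genes of -1.17 and 2746 bases. After correction for GC content and gene length, 32 of the 35 kept their direction and 14 stayed past both thresholds. When the percent of reads not aligned was a covariate, chosen after seeing the data, 32 kept their direction and 0 were past both thresholds. At P2, 25 of the 35 had a positive log2 fold change and 10 a negative one, but 0 had an adjusted p-value under 0.05 and 0 had an unadjusted p under 0.05. The interaction of infection and age had an adjusted p-value under 0.05 for 0 of the 35 genes and an unadjusted p under 0.05 for 25. From the up-regulation of the receptors, the Wnt, MAPK and calcium signalling genes and *CaMK2*, and the down-regulation of the phosphatases that are negatively associated with the process, the paper concludes that long-term potentiation was up-regulated in the P7 brain of pups of infected dams.

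**Figure D2:**
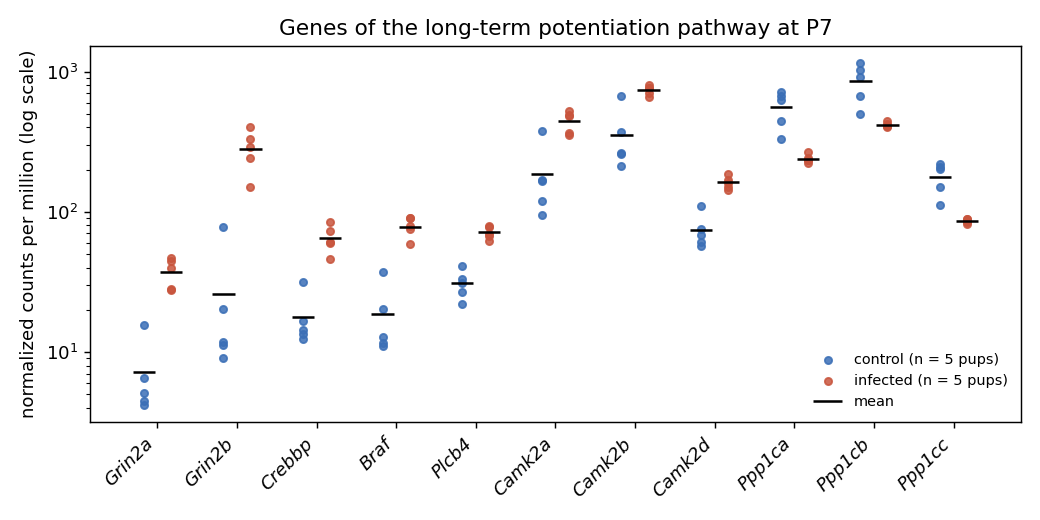
Normalized CPM on a log axis for 11 genes of the long-term potentiation heatmap at P7; each point is 1 pup, blue for the 5 control and red for the 5 infected pups, and black bars are means. *Grin2a*, *Grin2b*, *Crebbp*, *Braf*, *Plcb4* and *Camk2d* were higher in every infected pup than in every control pup, *Camk2a* and *Camk2b* overlapped, and the 3 *Ppp1c* genes were lower in every infected pup.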

### Maternal nematode infection up-regulated TH2 responses and down-regulated Th1 responses

Consistent with the Th2-mediated immune tolerance induced by *H. bakeri*, we observed up-regulated expression of the Th2 cytokine, IL-4, a hallmark of *H. bakeri* infection^16^ and of forkhead box protein 3 (*Foxp3*) and transforming growth factor beta (*TGFβ*) genes which exert immune tolerance effects in response to helminth infection^24^, as well as interleukin 6 signal transducer (Il6st), interleukin 6 receptor (*Il6ra*), signal transducer and activator of transcription 3 (*Stat3*), and interleukin 17 receptor (*Il17rd*) (Supplementary Dataset 1). In contrast, we observed down-regulation of several Th1-associated responses. 

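*Il4* (ENSMUSG00000000869, chromosome 11 of GRCm38 from 53602982 to 53618669) had 5.44 ± 2.12 CPM in the control group (SD, n = 5 pups) and 12.9 ± 1.48 in the infected group (SD, n = 5) at P7, a log2 fold change of 1.23 (standard error 0.23, adjusted p = 0.00109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every infected pup was above every control pup. At P2, its log2 fold change was 0.13 (standard error 0.37, adjusted p = 0.979). Its neighbour *Kif3a*, which ends 1015 bases away, rose by 1.44 on the log2 scale. *Foxp3* (ENSMUSG00000039521, chromosome X from 7573644 to 7595245) had between 0 and 4 counts in the control pups and between 0 and 33 in the infected pups, which is too few for the filter. Without a filter its log2 fold change was 2.13 (standard error 0.86, adjusted p = 0.0675), and the levels of 0.0252 ± 0.0246 and 0.126 ± 0.114 CPM overlapped (n = 5 pups each, two-sided exact permutation test, p = 0.143). *Tgfb2* (ENSMUSG00000039239) rose by 1.04 on the log2 scale (standard error 0.17, adjusted p = 0.000844), whereas *Tgfb1* (0.61, adjusted p = 0.0204) and *Tgfb3* (0.41, adjusted p = 0.0197) did not reach the fold-change threshold. The log2 fold change was 1.02 for *Il6st* (adjusted p = 0.00122), 1.20 for *Il6ra* (adjusted p = 0.00219), 1.05 for *Stat3* (adjusted p = 0.00435) and 1.94 for *Il17rd* (adjusted p = 0.00102). With correction for GC content and gene length, *Il4* had a log2 fold change of 2.22, and the other genes tested were below 1, with 0.05 for *Il6st* and 0.09 for *Stat3*. With the percent of reads not aligned as a covariate, chosen after seeing the data, *Tgfb1* and *Stat3* had log2 fold changes of -0.20 and -0.0164.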

Expression of the pro-inflammatory cytokine gene, *IL-1β*, was down-regulated, the cytokine-cytokine receptor interaction pathway was down-regulated (Supplementary Dataset 6), and several autoimmune disease pathways associated with Th1 immune activation were down-regulated (autoimmune thyroid disease, systemic lupus erythematosus, type 1 diabetes mellitus, asthma) (Supplementary Dataset 6). 

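*Il1b* (ENSMUSG00000027398, chromosome 2 of GRCm38 from 129364570 to 129371139) had between 5 and 9 counts in the control pups at P7 and between 0 and 2 in the infected pups, which is too few for the filter. Its level was 0.179 ± 0.0632 CPM (SD, n = 5 pups) and 0.0162 ± 0.00964 (SD, n = 5), respectively, and each infected pup was below the level that 3 counts can show. Without a filter its log2 fold change was -3.13 (standard error 0.49, adjusted p = 0.000623 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every infected pup was below every control pup (two-sided exact permutation test, p = 0.007937, the smallest that 5 pups against 5 allow). The pathways were not recomputed here.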

Together these observations showed that maternal infection was associated with up-regulation of Th2 responses and down-regulation of Th1 inflammatory responses in the postnatal (P7) brain.

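Of the immune genes that the paper names, the 8 that could be tested at P7 were all higher in the infected group, with log2 fold changes from 0.41 to 1.94, and 6 of them were past both thresholds. *Foxp3* and *Il1b* had too few counts for the filter. Once corrected for GC content and gene length, all 8 stayed positive, and 1 (*Il4*) was past both thresholds. The paper draws on the rise of *Il4*, *Foxp3*, *Tgfb* genes, *Il6st*, *Il6ra*, *Stat3* and *Il17rd*. It also draws on the fall of *Il1b* and of the cytokine and autoimmune pathways. It concludes that infection of the dam was associated with up-regulated Th2 responses and down-regulated Th1 inflammatory responses.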

## Discussion

This study extends evidence of maternal effects on early brain development by revealing changes at P7 but not P2 in pup brain gene expression in response to infection with a nematode parasite that is restricted to the maternal small intestine. Maternal nematode infection up-regulated five highly integrated pathways that are required for synaptogenesis, synaptic plasticity and long-term potentiation. Maternal infection also shifted expression of brain cytokines in favour of a Th2 response indicating an anti-inflammatory environment in the P7 pup brain. Together, these findings raise the intriguing possibility that this maternal nematode infection may have a beneficial impact on pup brain development.

Considerable neurodevelopment occurs during the perinatal period in mice. By E18 synaptic connections between neural axons and dendrons have started to form and astrocyte production increases in the first week after birth^6^. Astrocytes secrete thrombospondin (TSPs) proteins which are crucial for synaptogenesis^19^. Under normal conditions, most neurons have established synaptic connections forming neural circuits by P7^6^. This early brain development is controlled by precise expression of genes related to transcription factors, receptors, ion channels, synaptic proteins, cell adhesion molecules, cell signaling pathways and other associated factors^6^ with higher expression at P7 compared to E18^6^. Our results extend these findings in that maternal infection further increased expression of these genes at P7. Moreover, our observation of up-regulation of essential genes for brain development including *Tsp1*^19^, *Otx1*^20^ and *Bptf*^21^ suggests that maternal nematode infection may have a positive impact on the developmental progression of gene expression from E18 to P7.

Glutamatergic synaptic receptors are a type of excitatory receptor in the brain that play a crucial role in neuronal development, synaptic plasticity and long-term potentiation^25^. NMDARs are one of the main ionotropic glutamatergic receptors and consist of NR2A and NR2B subunits whose differential expression pattern depends on the stage of brain developmental^26^. In mice, expression of *NR2B* is up-regulated from birth and throughout the postnatal development whereas expression of *NR2A* begins around P7 and increases until 2 or 3 weeks before adulthood^27^. In response to maternal nematode infection, expression of both *NR2A* and *NR2B* (also known as *Grin2A* and *Grin2B*) genes was higher in the P7 brain. Such early up-regulation of NMDAR sub-unit expression in response to prenatal exposure to valproic acid was shown to result in synaptic plasticity and long-term potentiation in neocortical pyramidal neurons^28^ whereas lower NMDAR expression in response to maternal stress resulted in learning deficits in offspring^29^. Based on our findings, pups of dams infected with an intestinal nematode during pregnancy and early lactation may have improved NMDAR-mediated synaptic plasticity and long-term potentiation.

Ca^2+^ signalling is required for NMDAR-mediated synaptic plasticity and long-term potentiation^30^, and the Ca^2+^ signalling pathway was up-regulated in pups of nematode-infected dams. The activation of NMDARs accelerates the intracellular influx of Ca^2+^ ions which activate CaMK*2* which subsequently auto-phosphorylates the synaptic AMPARs, enhancing the conductance of the receptor leading to long-term potentiation^31,32^. Furthermore, Ca^2+^ signaling activates the transcription factor cAMP response element binding protein (*Crebbp*) which enhances transcription of genes involved in neural growth and survival as well as synaptic connectivity^33^. The higher expression of both *CaMK2* and *Crebbp* as well as the Ca^2+^signaling pathway itself in the brain of P7 pups of nematode-infected dams indicates up-regulated Ca^2+^ signalling, and furthermore, down-regulation of protein phosphatase kinases which suppress long-term memory^23^ supports the observation that maternal nematode infection exerts a positive influence on the developing brain of the pups.

Maternal nematode infection also up-regulated the Braf-MAPK signaling pathway that is essential for synaptic transmission and long-term potentiation^34^. Braf-MAPK signalling provides the phosphorylation link between activated CaMK2 receptors and AMPARs^35^. Small GTPases initiate a phosphorylation reaction cascade through *ras-GEF* and *ras-GAP* that were both up-regulated. Phosphorylation of AMPARs, including the up-regulated metabotropic glutamate receptors 1 and 2 (*mGlu-R1* and *mGlu-R2*), leads to their expression on the post-synaptic membrane resulting in synaptic plasticity and long-term potentiation^36^. Deficiency of *mGlu-R1* has been shown to impair motor function and synaptic plasticity^37^. Hence, up-regulation of the Braf-MAPK pathway together with enhanced expression of key genes including the Braf transforming gene (*Braf*), several *MAPK*s, *Ras-GEF*, and *Ras-GAP* in the pup brain would also contribute to synaptic plasticity and long-term potentiation.

Wnt signaling is needed for transcription of genes involved in synaptic plasticity and long-term potentiation^38^, and this pathway was up-regulated in our study. Canonical Wnt signalling through β-catenin mediates neural differentiation from the neural precursor cells^39^. Several genes associated with canonical Wnt signaling were up-regulated in the P7 brain of nematode-infected dams including *Fzd3, catenin* and several *LRPs*. Non-canonical Wnt signalling through Ca^2+ ^^40^ leads to higher expression of NMDARs in the synapses, release of intracellular Ca^2+^ *via* voltage-gated Ca^2+^ channels, and synaptic responses including long-term potentiation^3^. We also have evidence for up-regulation of non-canonical Wnt signalling as seen in higher pup brain expression of *Wnt5a*, its associated receptors (*RoRa* and *b, PLC*) and ion channels (*KCNQs* and *VGCC*) in response to maternal infection. Our findings differ from the observation that maternal exposure to toxic chemicals down-regulates non-canonical Wnt signaling and impairs growth of a range of tissues in offspring^41,42^. Both higher canonical and non-canonical Wnt signaling observed in our study further strengthen our conclusion that *in utero* and postpartum exposure to a nematode restricted to the maternal intestine may improve synaptic plasticity in the next generation.

The exact mechanism whereby a nematode living in the lumen of the maternal intestine would augment the signalling pathways associated with synaptic plasticity and long-term potentiation in the P7 pup brain is not clear, but our data raise two possibilities. First, maternal nematode infection reduced neuro-inflammation in the pup brain as evidenced by the down-regulated expression of the inflammatory cytokine *IL-1*β which impairs neurogenesis and cognition^43^ and up-regulated expression of the anti-inflammatory cytokine *IL-4* which has been previously shown to promote long-term potentiation^44^. Moreover, up-regulation of *Foxp3*, *TGF*β, *Il6st*, *Il6ra, Stat3* and *Il17rd* strongly suggest that maternal nematode infection induced an immune tolerant or anti-inflammatory environment which is known to promote long-term potentiation in the pup brain^45^. *IL17* has also been shown to have anti-inflammatory properties and to suppress the development of autoimmune disease^46^. Thus, the up-regulation of *IL17* expression in response to maternal infection is consistent with our observation that autoimmune-related pathways (autoimmune thyroid disease, systemic lupus erythematosus, type I diabetes mellitus) and immune activation related (asthma) disease pathways in the pup brains were down-regulated in response to maternal infection. Second, it is possible that *H. bakeri* derived microRNA^47^ might reach the neonatal circulation and influence Wnt signaling in the postnatal brain. We recorded up-regulated expression of *Aspm* gene which interacts with small interfering RNA^48^ and is a positive regulator of Wnt signaling in the brain^22^.

Previously, a few beneficial effects of nematode parasites have been demonstrated in humans including use of nematode eggs to treat autoimmune diseases^49^, lower allergic responses in nematode-infected infants and children^50^ and favourable effects of nematodes on maternal reproduction as evidenced by improved conception, implantation and overall fecundity^51^. Regarding cognition, although there is some evidence from school-age children that direct infection with intestinal nematodes impairs cognition^52,53^, a meta-analysis of the human studies concludes that the body of evidence does not support this claim^54^. In rodent study, an intestinal nematode infection with an extra-intestinal phase has been shown to impair reference memory in adult mice^55^. However, prior to the present study, nothing was known about the impact of the maternal nematode infection directly on postnatal brain gene expression or more specifically on key neuro-developmental pathways, although two epidemiological studies are of relevance. Both have identified a negative, not positive, association between maternal infection with two intestinal nematodes during pregnancy and cognitive scores in infants^56,57^. Of note, however, both of the human nematodes have an extra-intestinal phase^58^, in contrast to our model where the nematode remains in the intestine^16^. It is likely that researchers did not know whether the mothers had been infected during pregnancy, and that maternal infection during pregnancy and lactation may have heightened long-term potentiation with long-lasting beneficial effects for their children. Of course, this possibility can only be entertained if the rodent-based findings extend to humans.

In conclusion, our study demonstrated that a gastrointestinal nematode infection restricted to the maternal intestine positively influenced expression of postnatal brain genes and pathways associated with long-term potentiation. To the best of our knowledge, this is the first study showing that maternal nematode infection influences postnatal brain gene expression. This sheds light on an unappreciated effect of maternal nematode infection on postnatal brain development, which may have important long-term consequences for learning and cognition. However, further research is needed to determine whether differential gene expression leads to altered neurophysiology and altered cognitive behaviors that persist as the pups grow. If also applicable to human populations, this finding may have relevance to decisions regarding deworming treatments during pregnancy and early lactation.

## Materials and Methods

### Experimental design

We used a randomized design where half of the pregnant mice were infected with an intestinal nematode, and half were given a sham infection. Litters were sacrificed either on postpartum day 2 (P2) and postpartum day 7(P7). The protocol (#2000–4601) was approved by the McGill University Animal Care Committee according to the guidelines of the Canadian Council on Animal Care.

### Parasites and mice

*Heligmosomoides bakeri* (=*H. polygyrus*; *Nematospiroides dubius*) is a murine nematode model of intestinal nematodes of livestock and humans^16^. When ingested, infective third stage larvae (L_3_) penetrate the submucosa of the small intestine and undergo two moults before returning to the intestinal lumen where adult worms release eggs in the faeces^16^. Repeated exposure to larvae stimulates an ongoing Th2 immune response^18^.

A total of 20 primiparous 8 to 9-week-old timed pregnant (gestation day, E4) outbred CD1 mice were housed individually in Nalgene cages (Fisher Scientific, Canada) with stainless steel racks to prevent coprophagia, at 22–25 °C, 40–60% relative humidity and a 12 h light and dark cycle. Mice were fed a 24% protein diet (Harlan Teklad, TD. 90017) *ad libitum*. On embryonic day 5 (E5), mice were separated randomly into two groups (control and infected). The infected group was intubated with 100 ± 3 (L_3_) suspended in distilled water on E7, E12 and E17, as well as on P3, for those mice necropsied on P7 (Fig. 11). Establishment of *H. bakeri* infection in infected dams was confirmed at necropsy by presence of lesions on the duodenal wall and adult worms in the intestinal lumen. The control group was intubated with the same volume of distilled water on all infection days.

**Figure 11:**
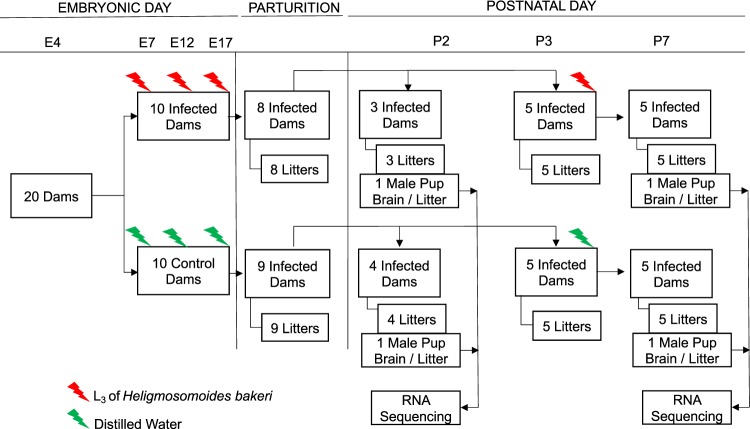
Schematic representing experimental design. One male pup brain per litter was collected for RNA sequencing at postnatal (P) days 2 and 7. Although 20 timed-pregnant dams were received and allocated to treatments on embryonic day (E) 4, only 17 delivered litters at parturition.

### Pup brain and liver collection

We did not obtain litters from one control and two infected dams on P2. Therefore, four litters from control and three litters from infection group were selected and exsanguination on P2. Similarly, on P7, the remaining five litters from each group were sacrificed and the whole brain and liver tissue were collected. All tissue samples were snap frozen in liquid nitrogen and stored at −80^0^C.

### Genetic determination of sex of pups from liver tissue

Genomic DNA was extracted from pup liver tissue by DNeasy Blood & Tissue Kit® (Qiagen, Germany) following the manufacturer’s guideline and amplified using the SX_Forward, 5′-GATGATTTGAGTGGAAATGTGAGGTA-3′ and SX_Reverse, 5′-CTTATGTTTATAGGCATGCACCATGTA-3′ primer pair according to published protocol^59^. Polymerase chain reactions were performed in a final volume of 25 µl using GoTaq® Green Master Mix (Promega, USA) with the following protocol: initial denaturation at 95 °C for 5 min, 30 cycles with 95 °C for 1 min, 85 °C for 30 secs, 75 °C for 30 secs, 53 °C for 1 min, 72 °C for 1 min. and the final elongation at 72 °C for 5 min. The amplified products were run on 2% agarose gel with 2-Log DNA Ladder (0.1–10.0 kb, New England BioLabs). The primers amplified a Y-chromosome specific fragment in males that produced a 280 bp amplicon and two fragments of X-chromosome in females producing 480 and 660 bp amplicons.

### RNA extraction and Illumina Hi-Seq sequencing of the male pup brain

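Counts of sex-linked genes were checked in all 17 pups. *Ddx3y*, on the Y chromosome of GRCm38 from 1260771 to 1286629, had between 2755 and 11133 counts per pup. *Xist*, a transcript of the inactive X chromosome (chromosome X from 103460366 to 103483254), had between 0 and 30 counts per pup, a level of at most 0.588 CPM. At P7, *Xist* was at 0.316 ± 0.212 CPM in the control group (SD, n = 5 pups) and 0.0453 ± 0.0307 in the infected group (SD, n = 5).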

For this study, we only studied the brains of male pups as the hippocampus is larger in males than females in early postpartum^60^. At both P2 and P7 time points, one brain per litter was randomly selected, and the total RNA of each brain was extracted using a commercial kit (NucleoSpin^®^ RNA Plus, Macherey-Nagel, Germany) following the manufacturer’s protocol. No pooled samples were used. The concentration of RNA was determined spectrophotometrically using NanoDrop. Seven RNA samples from P2 (four from the control and three from the infection group) and 10 RNA samples from P7 (five from the control and five from the infection group) were sent to Genome Quebec, McGill University for cDNA library preparation and Illumina Hi-Seq sequencing using the Illumina HiSeq. 4000 sequencer. After initial processing of raw data (FASTQ) including filtering of low tags, trimming, adaptor removal and alignment to the mouse reference genome (GRCm38), the sequencing centre provided us with the paired-end BAM files. The data files have been submitted into the Gene Expression Omnibus (GEO) repository (GSE118064).

### Counting reads and analysis of differential gene expression

The paired end BAM files were sorted by read name using SAM tools^61^. HTSeq-count (v0.6) was used to count the reads for expressed exons within each gene^62^. All the count tables from different BAM files were compiled categorically (infection *vs* control) in a tab delimited text (.txt) file for each time point (P2 and P7) and the text files were uploaded to *NetworkAnalyst* (http://www.networkanalyst.ca), a web-based tool for comprehensive gene expression profiling^63^. The *edgeR* method was selected with adjusted *P* value < 0.05 and fold change > 1 to identify genes differentially expressed in the pup brain in response to maternal nematode infection. Principal component analysis confirmed that the effect of maternal nematode infection was homogeneous among the experimental replicates (Supplementary Fig. 3).

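In a principal component analysis of the 10 P7 brains over the 17599 genes tested, as log2 CPM with 2 prior counts, the first component held 83.1% of the variance and the second 3.56%. The infected pups lay between -81.96 and -47.18 on the first component (SD 12.6, n = 5) and the control pups between -23.07 and 115.5 (SD 58.0, n = 5), so the spread was larger in the control group. Control pup 1, at -23.07, was nearer to the infected pups than to the other control pups, which were at 97.92, 40.23, 103.0 and 115.5. The groups did not overlap (two-sided exact permutation test of the difference in means, p = 0.007937, the smallest that 5 pups against 5 allow). With the 500 most variable genes the share of the first component was 74.0%, and with genes scaled to unit variance it was 72.1%.

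**Figure D3:**
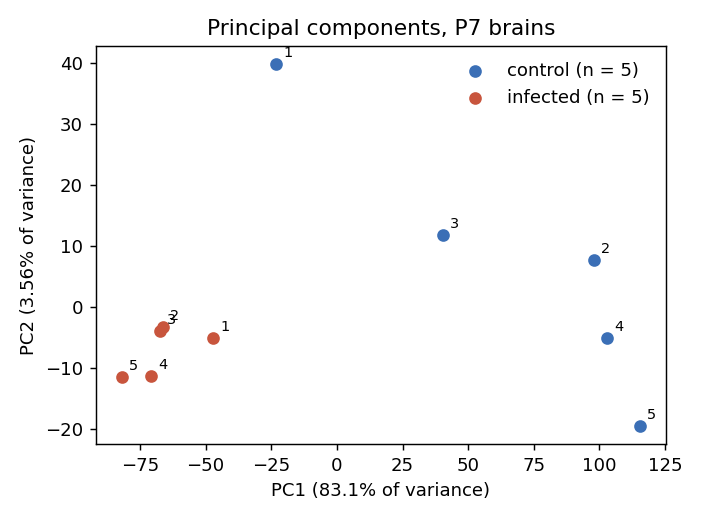
First (horizontal axis) and second (vertical axis) principal components of the P7 brains; each point is 1 pup with its replicate number, blue for the 5 control and red for the 5 infected pups. The infected pups lie together at the left, and the control pups are spread from -23.07 to 115.5 on the first component.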

### Time-series analysis of gene expression

For the time-series gene expression analysis, we used gene expression data of three time points, namely E18, P2 and P7. The E18 data were obtained from our previous experiment^14^ using the same experimental system (GSE96103) where pregnant mice had been given a sham infection or infected with 100 ± 3 L_3_ on E5, E10 and E15 (vs. E7, E12, E17 and P3 in the present study), and where brains of unsexed fetuses (vs. only male pups in the present study) were harvested on E18. The previous study had included both protein-sufficient and protein-deficient dams, but fetal brain gene expression data only from the protein-sufficient arm of the study were used here.

We used *MetaboAnalyst* 4.0 pipeline with time series and one experimental factor as study design^64^. A heatmap was created for the direct visualization of the relative levels of gene expression over E18, P2 and P7 time points and between the control and infection groups and further modified by elimination of non-significant genes by ANOVA2 with Bonferroni multiple testing. Multivariate Empirical Bayes time-series analysis (MEBA)^65^ was used in the pipeline to rank the genes whose temporal expression patterns differed. The 100 most highly ranked genes were selected and analyzed for gene ontology biological processes.

### Gene ontology enrichment analysis of differentially expressed genes

The differentially expressed genes were analysed for enrichment with Gene Ontology biological process by PANTHER overrepresentation test. The significance of enriched GO terms was determined after Bonferroni correction for multiple testing. Furthermore, the enriched GO terms were summarized by removing redundancy and clustering based on their semantic similarity using ReviGO^66^.

### Pathway analysis and interactive network visualization

Protein-protein interaction networks of the differentially expressed genes were generated using the IMEx interactome database and the biological significance of up- and down-regulated nodes was determined by functional exploration against the KEGG pathway database in *NetworkAnalyst*.

## Supplementary information

Supplementary Figures

List of differentially expressed genes at P7

Top 100 genes from time-series analysis with Hotelling-T2 value

Up-regulation and down-regulation of genes important for brain development at P7

Up-regulated gene ontology biological process terms at P7

Down-regulated gene ontology biological process terms at P7

List of KEGG pathways up and down regulated at P7

How the deposited data were processed for this re-analysis (not part of the article)

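RNA from the brains of 17 male pups (4 control and 3 infected at P2, 5 control and 5 infected at P7), each from a different litter, was sequenced as paired-end reads. According to the paper, the sequencing centre filtered, trimmed and aligned the reads to GRCm38, and the authors sorted the alignments by read name and counted the reads on the exons of each gene with HTSeq-count (version 0.6). The deposited values are these raw counts, 1 whole number per Ensembl gene and pup, with no normalization by the authors; the gene annotation release is not stated in the paper's text. The authors analysed each age in NetworkAnalyst with edgeR, at an adjusted p-value under 0.05 and a fold change above 1. Each table ends with 5 lines for reads that were not assigned, namely reads outside annotated exons, reads on more than 1 gene, reads of low alignment quality, reads that did not align and reads that aligned to more than 1 place. The sample labels gave the age, group and replicate number of each pup, and the group sizes were those in the paper's methods. The E18 brains were not used here.

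The counts were analysed in R 4.3.3 with edgeR 4.0.16, which uses limma 3.58.1, and DESeq2 1.42.0, and the results were summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For each age separately, counts were filtered with filterByExpr, normalized with TMM and fitted with glmQLFit and glmQLFTest, without covariates. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1 were called differentially expressed. The change from P2 to P7 in each group, and the interaction of infection and age, were tested in 1 model of all 17 pups with 4 groups. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. *Foxp3*, *Il1b*, *Xist* and *Cacna1f* had too few counts for the filter at P7, and any log2 fold change given for them comes from the fit without a filter. CPM values used TMM-normalized library sizes. Principal components were computed on log2 CPM with 2 prior counts, centred by gene. Single values were compared between groups with exact permutation tests, which are two-sided.

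Genes named in the text were chosen by a rule set in advance, namely every gene that the paper's results name, with families expanded to the members listed in Supplementary Dataset 3 or the heatmaps, the first 10 genes of Supplementary Dataset 1, the 5 largest rises and 5 largest falls among genes with a mean of at least 1 CPM and with no overlap between the groups at P7, and 5 sex-linked genes. The genes of the time series list that the text names, *Kif3a*, *Creb3l3* and the 7 gene families picked by symbol were chosen after the P7 results were known. So was the choice of the 35 named genes in which single pups far from the rest of their group were looked for. Some genes that the rule covers and 1 of the 7 families are not reported here. The genes of the heatmaps were read by eye from the figures, and written down after the P7 results were known. Genes that the paper names or lists as changed come from its analysis of the same counts. Their agreement in direction here is therefore not separate evidence. The alternatives were edgeR's RLE factors, library size without composition factors, no filter on low counts, at least 10 counts in every sample, DESeq2, each pup left out in turn, the replicate number as a block, a correction for GC content and gene length, that correction together with the block, all 17 pups in 1 fit, edgeR's exact test, and no fold-change threshold. The correction took the log expression of each gene relative to its mean over the pups of the fit. Smooth trends of these values were fitted in each pup and put in the offsets. They ran on the GC content of the longest transcript and log exonic length (5 degrees of freedom each). The percent of reads not aligned as a covariate was added after seeing the data.

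The scripts were tested on simulated counts with 200 changed genes at a log2 fold change of 1.5 in either direction. The changed genes were drawn from the genes with higher counts. A gene was called at an adjusted p-value under 0.05 alone, without the fold-change threshold. At P7, the quasi-likelihood test called 93.5% of the changed genes and 0.046% of the unchanged genes. At P2, it called 41% and 0.022%, and edgeR's exact test 80% and 0.275%. When a trend with gene length that differed between the groups was added at P7, the quasi-likelihood test called 43.6% of the unchanged genes, and with the correction for GC content and gene length 0.023%. The added trend was linear in log exonic length, a form that the correction fits. This result therefore cannot tell whether the correction removes the length trend in the real counts.

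Reads counted on genes ranged from 30475684 to 118512036 per pup, and 3 counts correspond to between 0.0253 and 0.0984 CPM. The floors cover counting error only, because the reads carry no molecular identifiers. The interval over genes treats genes as independent and does not cover the spread between pups. Gene ontology, pathway and protein network analyses were not repeated, since the gene memberships they need were not used here.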

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

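Of the tests in this part, those on the percent of reads not aligned were chosen only after the results were seen, as were the 35 named genes searched. In 85 groups of values of 4 or 5 pups each, 9 had a highest value far from the rest, against 4.25 that chance alone would give. Of these, 6 concern P7 control pup 1, which was far above the other control pups for *Grin2a* (15.7 CPM), *Grin2b* (78.0 CPM), *Rapgef2* (66.8 CPM), *Cacna1a* (68.2 CPM) and *Camk2a* (375 CPM), and in its depth of 73985178 reads on genes. These genes move together, so they are not separate pieces of evidence. The same pup had 3.45% of reads not aligned, against 4.93% to 6.42% in the other control pups and 2.85% to 3.30% in the infected pups. Across genes, the slope of expression on the percent of reads not aligned among the 7 P2 pups, within groups, had a Spearman rho of -0.95 with the P7 log2 fold change. A candidate explanation is therefore that differences in library quality, which the percent of reads not aligned follows, set the level of these genes in each pup. The P2 slope rests heavily on P2 control pup 3, which had 6.72% of reads not aligned, and genes are not independent replicates. Infection of the dam cannot explain a difference between control pups, and no other biological explanation was tested. Whether this pup was mislabelled was not tested.

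Library depth was also far above the rest for P7 infected pup 4 (118512036 reads on genes). Depth did not separate the groups at P7 (two-sided exact permutation test, p = 0.452), which goes against library size as the origin of the P7 log2 fold changes. No biological explanation was tested for the depth of a library.

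At P2, *Morn2* was far higher in control pup 3 (9.50 CPM) than in the other control pups, and this is the control pup with the largest percent of reads not aligned. *Zfp133-ps* was far higher in P7 infected pup 3 (1.59 CPM) than in the other infected pups. Both are single values in small groups, and no explanation was tested for them.

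The paper does not report the reads that were not assigned to genes. The share of reads outside annotated exons was higher in the infected group at P7, at 3.41% against 2.42% in the control group, and higher in 5 of 5 infected pups than in every control pup (two-sided exact permutation test, p = 0.007937, the smallest that 5 pups against 5 allow; 0.0113 after Benjamini-Hochberg adjustment over 10 measures). More unspliced or intergenic RNA in the infected libraries may therefore contribute to the P7 log2 fold changes. The percent of reads not aligned fell with depth across the 17 pups, within groups (Spearman rho of -0.667, permutation p = 0.0046, and 0.0046 after Benjamini-Hochberg adjustment over 2 relations; Pearson r of -0.531, p = 0.032, and -0.477 without the 2 pups farthest in depth). Depth may thus account for part of the spread of that share within groups, but depth itself did not separate the groups. No test here tells an effect of infection on these shares from an effect of how the libraries were made, since no batch is named.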

How the results depend on the processing

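Of the settings in this part, the percent of reads not aligned as a covariate was chosen only after the data were seen, and the cause of a change was not tested unless a value is given for it. At P7, the correction for GC content and gene length gave 1361 up-regulated and 1710 down-regulated genes, against 2930 and 3121 without it, and together with the replicate block it gave 1545 and 1561. Spearman's rho of the log2 fold changes with exonic length was 0.567 without the correction and 0.0466 with it. Without the fold-change threshold, 6134 genes were up-regulated and 6372 down-regulated. With the percent of reads not aligned as a covariate, 0 were up-regulated and 1 down-regulated, and 1 had an adjusted p-value under 0.05 (3556 at an unadjusted p under 0.05). The replicate block alone gave 3177 and 2881, and the other settings (RLE factors, library size only, both filters, DESeq2, all 17 pups in 1 fit and the exact test) stayed within 1.5 times the counts. For genes with an adjusted p-value under 0.05, every setting but the covariate did. Across the 10 fits that each left out one pup, up-regulated genes ranged from 2521 to 3787, down-regulated genes from 2697 to 3859, and genes with an adjusted p-value under 0.05 from 11617 to 13974, with the highest counts of all 3 without control pup 1.

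At P2, DESeq2 called 6 genes and edgeR's exact test 5, with and without the fold-change threshold, against 0 (116 at an unadjusted p under 0.05). The 7 fits that each left out one pup called from 0 to 2 genes, and the remaining settings called 0. On simulated P2 counts, genes were called at an adjusted p-value under 0.05 alone. The quasi-likelihood test called 41% of the changed genes, edgeR's exact test 80% and DESeq2 83%. Of the unchanged genes, they called 0.022%, 0.275% and 0.387%, which were 4, 49 and 69 genes, respectively.

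The interaction of infection and age was found for 0 genes (5552 at an unadjusted p under 0.05), for 3 with DESeq2, and for 0 to 10166 across the 17 fits that each left out one pup; the highest counts came without P2 control pup 3 (10166) and without P7 control pup 1 (6940). Whether the effect of infection was found to differ between the ages thus depended on single pups, and the cause was not tested.

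Genes that change from P2 to P7 in the control group numbered 3314, 1765 with the replicate block, 2138 with the GC and length correction, 1651 with both, 7827 without the fold-change threshold, and from 1312 to 6502 with a pup left out. In the infected group they numbered 181, 288 with DESeq2, 58 with the replicate block, 402 without the fold-change threshold, and from 59 to 275 with a pup left out. The first principal component held 83.1% of the variance. It held less with the 500 most variable genes (74.0%) and with genes scaled to unit variance (72.1%). The direction counts of the time series list (82 to 84), Supplementary Dataset 3 (290 to 292) and the heatmaps (145 in every fit) with a pup left out stayed near 82, 290 and 145, and the share of log2 fold changes between 1 and 2 was 90.2% with the exact test and 90.0% with DESeq2.

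Among the named genes, the sign reversed with the GC and length correction for *Map3k4* (-0.15), *Camk2d* (-0.14) and *Kdm5d* (-1.04), and with the block added for the same genes (-0.15, -0.14 and -0.99). With the percent of reads not aligned as a covariate it reversed for *Lrp3* (-0.16), *Lrp5* (-0.11), *Tcf7l2* (-0.0185), *Cacna1b* (-0.41), *Camk2b* (-0.0879), *Tgfb1* (-0.20) and *Stat3* (-0.0164). With a pup left out, *Zfp133-ps* ranged from -1.41 to 0.0724 and *Kdm5d* from -0.0428 to 0.11; neither differed between the groups at P7 (adjusted p = 0.583 and 0.88). Of the other named-gene results, 58 were weaker and 1 stronger with the GC and length correction, 55 weaker and 1 stronger with the block added, 88 weaker with the covariate, and 43 weaker and 5 stronger out of all pairs of a gene and a fit with a pup left out. At P2, *Hmga1b*, *Morn2* and *Zfp133-ps* passed both thresholds with DESeq2, and the latter pair with the exact test. *Ppp1cb* lost the fold-change threshold with library size only, without a filter and with the replicate block, and *Ppp1cc* with library size only and without a filter.

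The exact test and the fit of all 17 pups gave no separate value for the interaction and the changes from P2 to P7, which already use all 17 pups in a model, and the setting without a fold-change threshold gave none for results that use no such threshold.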

Differences from the paper's values

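At P2, the paper reports 1 up-regulated gene, and 0 were found here with edgeR's quasi-likelihood test (116 genes had an unadjusted p under 0.05). Of the alternatives set before the data were examined, edgeR's exact test and the fit without infected P2 pup 2 gave 1 up-regulated gene, DESeq2 gave 2, and the others gave 0. The paper reports 2 down-regulated genes at P2, and 0 were found here. None of the alternatives set before the data were examined gave 2 down-regulated genes; edgeR's exact test and DESeq2 each gave 4, and the fits without infected P2 pup 1 and without infected P2 pup 2 each gave 1.

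The paper lists *Creb3l3* among the up-regulated transcription factor genes in Supplementary Dataset 3, and here its log2 fold change at P7 was -1.28 (standard error 0.31, adjusted p = 0.00384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper names the *Tgfb* genes as up-regulated at P7, and here *Tgfb2* was past both thresholds (log2 fold change of 1.04, adjusted p = 0.000844), whereas *Tgfb1* and *Tgfb3* had log2 fold changes of 0.61 and 0.41, with adjusted p-values under 0.05 but below the fold-change threshold. The paper names *Foxp3* as up-regulated at P7, and here, without a filter on low counts, its log2 fold change was 2.13 with an adjusted p of 0.0675 from the same test. The paper describes the effect of infection as homogeneous among replicates, and here control pup 1 lay at -23.07 on the first principal component, against 40.23 to 115.5 for the other control pups and -81.96 to -47.18 for the infected pups.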

Other observations

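In this part, the test on the percent of reads not aligned, the decision to leave *Slc6a5* and *Glra1* out of a marker list, and the comparisons of the infection splits and interaction among splits that part as many same-numbered pairs were chosen only after results were seen. The log2 fold changes at P7 followed gene length. In the tenth of genes with the shortest exons the median was -1.18, with 59 genes up-regulated and 967 down-regulated, and in the tenth with the longest it was 1.04, with 923 up-regulated and 27 down-regulated. Across genes, Spearman's rho with exonic length was 0.567, above the 0.3 set beforehand as the mark of a length bias. With GC content it was 0.153, which decides neither way. After correction for both, rho with length was 0.0466, and 1361 genes were still up-regulated and 1710 down-regulated, so a length trend of this form may account for a part of the changes but does not account for all of them. The log2 fold changes at P2 followed length too (rho of 0.491). Over the 17382 genes tested at both ages, the P2 and P7 log2 fold changes had a rho of 0.787 and the same sign for 83.3%. With the percent of reads not aligned as a covariate, chosen after seeing the data, rho with length was -0.0248 at P2 and 0.371 at P7. Expression had a rho with exonic length of -0.5248 in P2 control pup 3 and of 0.2015 to 0.4985 in the other P2 pups. The P2 trend, and the likeness of the P2 and P7 changes, may therefore rest largely on that library. Genes are not independent replicates.

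Several technical explanations of the P7 changes remain. The share of reads outside exons separated the groups (exact permutation p = 0.007937). Total counts did not (exact permutation p = 0.452), which goes against library size. The slope of expression on the percent of reads not aligned among P2 pups had a rho of -0.95 with the P7 log2 fold changes. With that percent as a covariate, 1 gene had an adjusted p-value under 0.05 and 3556 an unadjusted p under 0.05, but the percent correlates with the group at P7 (Pearson r of -0.836), so this fit cannot tell a library effect from an effect of infection. A candidate explanation is a difference in RNA or library quality between the P7 groups. It would lower long genes and raise short ones in the control pups compared with the infected pups. For each pup, expression relative to each gene's mean over the 17 pups was correlated with exonic length. This rho had a mean of -0.396 in the control group and 0.462 in the infected group (exact permutation p = 0.007937). On the first principal component of all 17 pups, P2 control pup 3, with the largest share of reads not aligned, lay at 97.76, among P7 control pups 2 to 5 (58.63 to 137.2) and away from the other P2 pups (-78.57 to -30.05), whereas P7 control pup 1 lay at -5.785 and the infected P7 pups from -66.73 to -30.64. An effect of infection on the same genes cannot be told apart from it with these samples.

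All 81 ribosomal protein genes tested and all 36 genes for NADH dehydrogenase subunits, of the 7 families picked by symbol after the P7 results were known, had negative log2 fold changes at P7. The medians were -1.78 and -1.54, and they stayed negative with RLE factors (-1.78 and -1.53), library size only (-1.68 and -1.43), DESeq2 (-1.78 and -1.53), the replicate block (-1.66 and -1.45) and the correction for GC content and gene length (-1.12 and -0.705). With the percent of reads not aligned as a covariate, they were -0.256 and -0.226. The paper does not discuss these genes by name.

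One of 5 lists of marker genes set in advance, for brainstem and hindbrain, was used to ask whether the brains differed in how much brainstem was dissected with them. Without *Slc6a5* and *Glra1*, which were already known from Supplementary Dataset 1, the remaining 6 genes tested had a median log2 fold change of 1.23, at the 99.9 percentile of 10000 random lists matched on expression, and of 1.63 after correction for GC content and gene length, at the 100.0 percentile. Different amounts of brainstem may therefore contribute to the P7 differences. A list of 6 cortex markers was also high (96.9 percentile, and 99.8 after the correction), and a list of 4 blood markers was low (0.03 and 2.35 percentile), so in these fits the brainstem list was not the only one to move. The cerebellum (94.95 and 86.88) and choroid plexus lists (55.86 and 74.2) were nearer to the matched lists. In the fit with the percent of reads not aligned as a covariate, for which no percentile was computed, the median log2 fold change was 3.03 for the brainstem list without *Slc6a5* and *Glra1*, 1.03 for cerebellum, 0.194 for choroid plexus, -0.303 for cortex and -0.88 for blood, so in that fit the brainstem list stood highest.

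The *Il4* counts at P7 were compared with those of 10 T cell markers, listed after the *Il4* counts but before the markers were seen. Their median was 0.0597 CPM against 9.16 CPM for *Il4*, a ratio of 0.00652, which goes against T cells as the source of the *Il4* reads. *Il4* lies 1015 bases from *Kif3a* on chromosome 11. Within groups and across the 17 pups, *Il4* and *Kif3a* correlated with a Pearson r of 0.945 and a Spearman rho of 0.944 (permutation p = 1e-05 for both, the smallest that 100000 resamples can give, 2e-05 after Benjamini-Hochberg adjustment over 2 relations; r of 0.855 without the 2 pups farthest from the median of *Kif3a*). This correlation was at the 86.1 percentile of those of the tested genes with *Kif3a*, below the 95 set beforehand, so read-through from *Kif3a* was not singled out. The source of the *Il4* reads remains open.

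Other splits of the pups show how far the counts of genes depend on the grouping. For P7, 1 of the 100 splits of the samples drawn gave as many genes past both thresholds, namely the real one, and the largest number in another split was 4020. Among the 16 splits that part all 5 same-numbered pairs, 1 gave as many, and the largest other number was 5215; 16 splits cannot give a share under 0.05. For P2, the real count was 0 (116 genes at an unadjusted p under 0.05), so no split can give fewer, and 35 of the 35 splits of the samples gave as many genes; of those that part as many same-numbered pairs, 8 of the 8 did. For the interaction of infection and age, the real count was also 0 (5552 at an unadjusted p under 0.05), and 100 of the 100 regroupings gave as many genes, with and without the condition on pairs; the largest other counts were 12981 and 4832. For genes that change from P2 to P7 in the control group, 6 of the 100 splits of the samples gave as many genes as the 3314 of the real split, so this count may reflect differences between single pups as much as age; of the splits that part as many same-numbered pairs, 2 of the 16 did. For the infected group, 1 of the 56 splits gave as many genes as the 181 of the real one, and 1 of the 8 that part as many same-numbered pairs.

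*Hmga1b* was uneven between pups in both groups. It was at 9.67 and 9.85 CPM in infected pups 1 and 3 at P2, at 5.49 and 7.73 CPM in control pups 2 and 3 at P7, and at 15.9 and 10.03 CPM in infected pups 2 and 5 at P7, whereas the other 11 pups were at or below 0.886 CPM. At P7 its log2 fold change was 0.96 (standard error 1.20, adjusted p = 0.485 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No explanation was tested.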
